# Tn Antigen Expression Contributes to an Immune Suppressive Microenvironment and Drives Tumor Growth in Colorectal Cancer

**DOI:** 10.3389/fonc.2020.01622

**Published:** 2020-08-18

**Authors:** Lenneke A. M. Cornelissen, Athanasios Blanas, Anouk Zaal, Joost C. van der Horst, Laura J. W. Kruijssen, Tom O’Toole, Yvette van Kooyk, Sandra J. van Vliet

**Keywords:** colorectal cancer, *O*-glycosylation, Tn antigen, anti-tumor immunity, tumor growth

## Abstract

Expression of the tumor-associated glycan Tn antigen (αGalNAc-Ser/Thr) has been correlated to poor prognosis and metastasis in multiple cancer types. However, the exact mechanisms exerted by Tn antigen to support tumor growth are still lacking. One emerging hallmark of cancer is evasion of immune destruction. Although tumor cells often exploit the glycosylation machinery to interact with the immune system, the contribution of Tn antigen to an immunosuppressive tumor microenvironment has scarcely been studied. Here, we explored how Tn antigen influences the tumor immune cell composition in a colorectal cancer (CRC) mouse model. CRISPR/Cas9-mediated knock out of the *C1galt1c1* gene resulted in elevated Tn antigen levels on the cell surface of the CRC cell line MC38 (MC38-Tn^high^). RNA sequencing and subsequent GO term enrichment analysis of our Tn^high^ glycovariant not only revealed differences in MAPK signaling and cell migration, but also in antigen processing and presentation as well as in cytotoxic T cell responses. Indeed, MC38-Tn^high^ tumors displayed increased tumor growth *in vivo*, which was correlated with an altered tumor immune cell infiltration, characterized by reduced levels of cytotoxic CD8^+^ T cells and enhanced accumulation of myeloid-derived suppressor cells. Interestingly, no systemic differences in T cell subsets were observed. Together, our data demonstrate for the first time that Tn antigen expression in the CRC tumor microenvironment affects the tumor-associated immune cell repertoire.

## Introduction

Tumor cells are frequently characterized by an aberrant glycosylation profile, hence, current research is focused on how tumor-associated glycan structures support tumor progression. Glycosylation is a post-translational modification of proteins and lipids, which is not template-driven, but instead, is influenced by the metabolic state of the cell and the availability of the sugar donors. Glycan structures are known to drive diverse biological functions, among others, protein folding, cell-cell and cell-matrix adhesion and cell signaling (1). Moreover, the ability of glycan structures to modulate immune responses has led to the hypothesis that tumor-associated glycan structures are responsible for skewing the tumor microenvironment toward an immune suppressive phenotype (2). However, our knowledge on how individual tumor-associated glycan structures actually affect anti-tumor immunity is still quite limited.

Compared to their non-malignant counterparts, tumor cells express much higher levels of the Tn antigen glycan structure (3, 4). Expression of Tn antigen is a prognostic factor for overall and relapse-free survival in lung adenocarcinoma (5) and correlates with metastatic potential in colorectal cancer (6). Tn antigen is made up of one *N*-acetylgalactosamine (GalNAc) monosaccharide and represents the initiation of mucin-type *O*-glycosylation. In humans, a repertoire of twenty GalNAc-transferases (GalNAcTs) is responsible for the initiation of *O*-glycosylation (7) and thus Tn antigen synthesis. The expression of GalNAcTs is dynamic and these enzymes have been shown to relocate from the Golgi to the ER in certain tumor types (8). Although contradictory findings have been published (9), this relocation is thought to enable a prolonged mode of action, leading to overexpression of Tn antigen, thereby promoting cancer cell invasiveness. Since epithelial cells produce high levels of mucin proteins that are heavily *O*-glycosylated, high expression of Tn antigen predominantly occurs in epithelial cancer types, including colorectal cancer (CRC), where 86% of primary and metastatic human CRC tissues express the Tn epitope (10).

Tn antigen overexpression has been shown to directly induce oncogenic features including enhanced cell proliferation, decreased apoptosis, increased adhesion and migratory capacities (11–13). Since immune cells highly express receptors recognizing glycan structures (14), inhibition of anti-tumor immunity might be an additional mechanism by which Tn antigen supports tumor growth. However, whether cancer cells exploit Tn antigen *in vivo* to evade immune attack has never been thoroughly investigated.

In the present study we assessed the impact of Tn antigen on *in vivo* tumor growth and the immune cell composition present at the tumor site using CRISPR/Cas9 glyco-engineered mouse colorectal cancer MC38 cells. We report that overexpression of Tn antigen drives tumor growth in CRC, which coincided with reduced tumor immune cell infiltration, increased myeloid-derived suppressor cells and decreased CD8^+^ T cell infiltration. Together, these data suggest that Tn antigen may promote an immune suppressive tumor microenvironment, which could contribute to tumor immune evasion and thus tumor progression.

## Materials and Methods

### CRISPR/Cas9 Constructs

CRISPR/Cas9 constructs were made using the pSpCas9(BB)-2A-Puro plasmid, a gift from Feng Zhang (Addgene #62988), according the previously described protocol (15). gRNA sequences for murine *C1galt1c1* were as follows: top strand CACCGGTTTTCTTACCTCCAAA; bottom strand CCAAAAGAATGGAGGTTTCAAA. 

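C1galt1c1 (ENSMUSG00000048970) lies on the minus strand of chromosome X of GRCm38, from 38630785 to 38635087, and has 2 exons in the annotation. Exon 2 holds the whole coding sequence of 948 bases, or 316 codons. The printed top strand opens with an overhang of 4 bases for cloning. The remaining 18 bases match exon 2 from 38631186 to 38631203, which are bases 915 to 932 of the coding sequence. Cas9 cleaves 3 bases before its recognition motif, which places the break in codon 310 of 316.

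**Figure D1:**
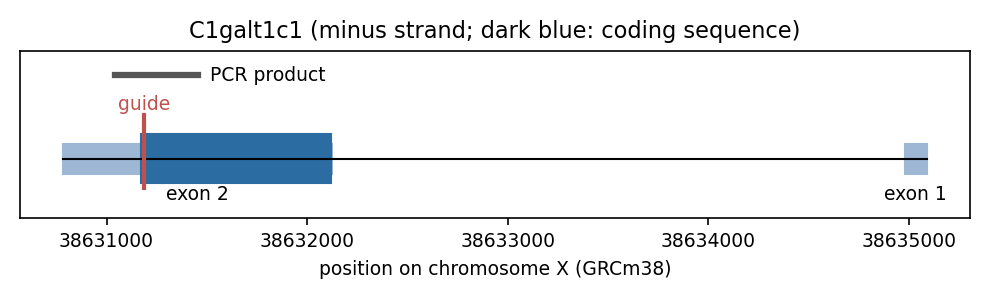
Map of C1galt1c1 along chromosome X of GRCm38 (x axis, position in bases). Light boxes are the exons, the dark box is the coding sequence, the vertical line is the guide at 38631186 and the bar above is the PCR product from 38631042 to 38631457; the guide lies near the end of the coding sequence.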

The gRNA encoding plasmid was used for transformation of XL1-Blue Sublconing-Grade competent bacteria (Stratagene). Nucleobond Xtra Midi kit (Macherey-Nagel) was used to purify the plasmid according manufacturer’s protocol.

### Generation of the MC38-Tn^high^ Cell Line

MC38 cells were cultured in DMEM supplemented with 10% heat inactivated fetal calf serum (FCS, Biowest), 1% penicillin and 1% streptomycin. MC38 cells were transfected with CRISPR/Cas9 constructs either targeting the *C1galt1c1* gene (MC38-Tn^high^) or an empty CRISPR/Cas9 construct (MC38-MOCK). For transfection, Lipofectamine LTX with PLUS^TM^ reagent (ThermoFisher Scientific) was used and applied according to the manufacturer’s protocol. Transfected MC38 cells were selected in bulk based on their Tn antigen cell surface profile as described below. Transfected MC38 cells were incubated with 5 μg/mL of the biotinylated α-*N*-acetylgalactosamine-specific lectin *Helix Pomotia* agglutinin (HPA, Sigma) for 1 h on ice, washed with medium and subsequently incubated with streptavidin-PE (Jackson ImmunoResearch) again for 1 h on ice. Cells were washed with medium and sorted in bulk on HPA high binding cells. The sorting procedure was performed twice to obtain the final MC38-Tn^high^ cell line.

### Surveyor Assay

To obtain genomic DNA, fresh cells were harvested and DNA was isolated with the Quick-DNA^TM^ kit (Zymo research) according to manufacturer’s instructions. 

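For the Surveyor assay, the primer pair of the paper spans 416 bases of exon 2 of C1galt1c1, from 38631042 to 38631457 on chromosome X of GRCm38. The break expected from the guide divides this product into fragments of 269 and 147 bases.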

The *C1galt1c1* gene was amplified with qPCR (forward primer: CTGGCGGTCTGCCTGAAATA, reverse primer: TGTACAAGCAGACTTCAATG). The qPCR products (416 bp) were hybridized and treated with Surveyor Nuclease (Surveyor Mutation Detection Kit, Integrated DNA Technologies), which recognizes and cleaves any DNA mismatches. To visualize the mutation, the Surveyor Nuclease-treated products were separated by DNA agarose gel electrophoresis.

### T Synthase Assay

Cell lysates were obtained using 0.5% Triton X-100 in TSM (20 mM Tris-HCl, pH 7.4, 150 mM NaCl, 2 mM MgCl_2_, 1 mM CaCl_2_) and subsequently used for the T synthase assay as described by Ju and Cummings (16). Shortly, T synthase present in cell lysates utilizes the commercially available acceptor-substrate GalNAcα-4MU (Sigma Aldrich) and the donor-substrate UDP-Gal (Sigma Aldrich) to generate Galβ1-3GalNAcα-4MU structure. This product is hydrolyzed by *O*-glycosidase (New England Biolabs), leading to free 4-MU that is highly fluorescent and can be measured at an excitation of 355 nm and emission of 460 nm. The protein concentration in the cell lysate was determined with Pierce^TM^ BCA protein assay kit (ThermoFisher Scientific) to determine T synthase enzyme activity per microgram protein.

### Determination of the Cellular Glycosylation Profile

MC38 cells were incubated with 5 μg/mL of the HPA or peanut agglutinin (PNA, Vector Laboratories) lectin, anti-Tn antigen antibodies [5F4, kindly provided by H. Clausen and H. Wandall (17)] or 10 μg/mL of mouse MGL-2-Fc for 30 min at 37°C. Cells were washed and incubated with streptavidin-APC (BD Biosciences), goat anti-mouse IgM-A488 (ThermoFisher Scientific) or goat anti-human IgG-FITC (Jackson ImmunoResearch) respectively for 30 min at 37°C. Cells were washed and acquired on the Beckman Coulter Cyan flow cytometer. Data was analyzed with FlowJo v10.

### CellTiter-Blue^®^ Cell Viability Assay

The CellTiter-Blue^®^ Cell Viability assay (Promega) was used according to the manufacture’s protocol to measure the metabolic activity of MC38 cells. Briefly, 30.000 MC38 cells were cultured in a 1:6 dilution of the CellTiter-Blue^®^ Reagent. The metabolic activity was measured during the first 24 h of culture using a FLUOstar Galaxy (MTX Lab systems) with an excitation and emission of 560 and 590 nm, respectively.

### mRNA Library Preparation

The mRNA library was prepared as described previously (18). MC38 cell lines (passage 4-6) from three independent passages were harvested at three independent time points with 1% Trypsin EDTA and washed with PBS. Total RNA was extracted with a standard TRIzol isolation protocol (Thermo Fisher, 15596018). Quantity and purity were tested using the Nanodrop-2000 spectrophotometer (Nanodrop Technologies, United States). The library was synthesized using the TruSeq^®^ Stranded mRNA Sample preparation kit (Illumina, RS-122-9004), according to manufacturer’s LS protocol. The product quality during library generation was analyzed on the Agilent 2100 Bioanalyzer using the DNA 7500 chip (Agilent Technologies, 5067-1506).

### RNA-Sequencing, Alignment and Differential Expression Analysis

The library was sequenced on the HiSeq4000 instrument (Illumina) with a single read type of 50 bp (Tumor Genome Analysis Core, VUmc, Amsterdam, Netherlands) using standard Illumina protocols. RNA-sequencing reads were quality trimmed using Sickle (v1.33) (19) and quality checked using FASTQC^1^ (20). Reads were aligned to the Ensemble M. Musculus genome (build GRCm38.90) using HiSat2 (v2.0.4) (21) and subsequent processing was performed with samtools (v0.1.19) (22). FeatureCounts (R package Subread v1.5.0-p3)^2^ (23) was used to quantify aligned reads, excluding multi-overlapping reads.

The R package edgeR (v3.18.1) (24, 25) was used for library size adjustment, trimmed mean of M-values (TMM) normalization and differential expression analysis. Multidimensional scaling (MDS) plots were used to visualize sample distribution among MC38 cell lines. For differential expression analysis, the negative binomial dispersion was shrunken toward the common dispersion. EdgeR’s exact test for two-group comparison was used for computing *p*-values. Statistical differences in mRNA expression were identified using the following pairwise comparisons: (1) MC38-WT vs MC38-MOCK cells and (2) MC38- Tn^high^ vs MC38 MOCK cells. Here, per comparison, genes with more than 4 zeros across the 6 samples were discarded *a priori*. Significance was assessed using Benjamini-Hochberg false discovery rate (FDR) <0.05. Sequencing data is publicly available at the Sequence Read Archive (SRA) Gene Expression Omnibus thought GSO Series accession number GSE143700.

### Comparative Analysis of Gene Sets

Comparative analysis was performed among the differentially expressed genes (DEGs) in the (1) MC38-WT vs MC38-MOCK cells (1446 genes; Supplementary Table 1) MC38-Tn^high^ vs MC38 MOCK cells (2237 genes; Figure 2A and Supplementary Table 2) using Venny (v2.1.0)^3^. Of the 2237 DEGs in the MC38-Tn^high^ cells, only 1,343 genes were specifically affected in MC38-Tn^high^. The other 894 genes were also found in the comparison between MC38-WT and MC38-MOCK. Analyzing the direction of the log2 fold change of these 894 overlapping DEGs revealed that 5 of these DEGs showed a different direction of change between the two datasets (MC38-WT vs MC38-MOCK and MC38-Tn^high^ vs MC38-MOCK), meaning that these genes were actually differentially expressed in both datasets. Thus, analysis of the 894 overlapping genes yielded an additional 5 DEGs that were included for further analysis in the MC38-Tn^high^ set. Together, this resulted in 1348 DEGs in the MC38-Tn^high^ cells, of which the expression of 641 genes was suppressed and the expression of 707 genes was increased in MC38-Tn^high^ cells compared to MC38-MOCK cells (Figure 2B and Supplementary Tables 3A,B).

### Gene Ontology Term Enrichment and Pathway Analysis

Gene Ontology (GO) term enrichment analysis was performed on the 1348 DEGs in the MC38-Tn^high^ cells using Cytoscape v3.6.0^4^ (26), and the ClueGO plugin v2.5.0^5^ (27). Significantly enriched GO terms (Benjamini-Hochberg correction, False discovery rate (FDR) <0.05) were determined with the ontology source GO_BiologicalProcess-EBI-Quick-GO-GOA, and were subsequently visualized using view style Groups, GO level 6–13, and a kappa score threshold of 0.4 (Supplementary Table 4). Normalized counts of GO term-associated genes were visualized in heatmaps using Morpheus^6^. Genes assigned to GO terms on antigen presentation and T cell activation (GO level 3–8, FDR < 0.05, Supplementary Table 5) were included in the heatmap depicted in Figure 2D (*Bcl10*, *Erap1*, *Kcnn4*, *Pawr*, *Prkd2*, *Ptprj*, *Tap1*, *Tapbp*, *Tapbpl*, *Usp9x*). Hierarchically clustering was applied on cell line and log2 normalized counts for the DEGs using an one minus pearson correlation.

### *In vivo* Tumor Experiments

C57BL/6 mice were used at 8–12 week of age and bred at the animal facilities of Amsterdam UMC/VU University Medical Center (VUmc). An equal distribution of female and male mouse was used for all *in vivo* experiments. Experiments were performed in accordance with national and international guidelines and regulations. Each mouse received 2 × 10^5^ tumor cells in 100 μl PBS, which was subcutaneously injected in the flanks. Tumor measurements were performed three times per week in a double blinded manner. The total tumor volume was calculated according the formula 4/3 × π × *abc* (*a* = the radius of the width, *b* = the radius of the length and *c* = the average radius of width and length). Mice were sacrificed at day 13 or when the tumor reached a size of 2,000 mm^3^. The tumor, tumor draining lymph nodes and spleens were isolated and used for further experiments.

### Tumor and Organ Dissociation

First, tumors were finely minced and enzymatically digested for 25 min at 37°C in RPMI containing 1 mg/mL Collagenase type 4 (Worthington), 30 units/mL DNase I type II (Sigma-Aldrich) and 100 μg/mL hyaluronidase type V (Sigma-Aldrich). Lymph nodes and spleens were finely minced and digested for 10 min at 37°C with 2 U/mL Liberase TM (Roche) containing 30 units/mL DNase I type II. Subsequently, cell suspensions were passed through a 70 μm cell strainer and washed once with RPMI supplemented with 10% FCS, 1% penicillin, 1% streptomycin and 1% glutamax. Spleen digestions were subjected to ACK lysis and, together with the lymph node digestions, washed twice before use in subsequent experiments. To enrich for the lymphocytes and to remove dead cell debris from tumor digestions, the tumor digestion mixture was loaded on a Ficoll gradient. The interface was collected, washed twice and used for subsequent flow cytometric analysis.

### Flow Cytometric Analysis

To block Fc receptors, cells were pretreated with 2.4G2 (anti-CD16/32) for 10 min at RT. Cell viability was measured using a fixable viability dye (FVD, Zombie NIR, Biolegend). Cells were stained for 20 min at RT using the following cell surface markers: anti-CD45-PerCp (30-F11), anti-CD3-BV510 (17A2), anti-CD4-A700 (GK1.5), anti-CD8b-FITC (YTS156.7.7), anti-CD11b-BV605 (M1/70), anti-Gr-1-PE-Cy7 (RB6-8C5), anti-CD11c-BV785 (N418), anti-MHC-II-A700 (M5/114.15.2), anti-PD-1-BV785 (29F.1A12), anti-TIM-3-PE-Cy7 (RMT3-23) (all Biolegend). To stain for Foxp3, cells were fixed and permeabilized (Foxp3 Transcription Factor Staining buffer set, eBioscience) and incubated with anti-Foxp3-PE antibody (150D, Biolegend) for 20 min at RT. Additionally, tumor-infiltrating lymphocytes were restimulated *in vitro* with 100 ng/mL PMA and 500 ng/mL ionomycim and Brefeldin A was added to block cytokine secretion. After 5 h, cells were incubated with 2.4G2 and fixable viability dye (FVD, Zombie NIR) as described above and subsequently fixed and permeabilized using BD Cytofix/Cytoperm^TM^ (BD Biosciences) according to the manufacturer’s protocol and stained for 30 min at 4°C with anti-IFNγ-APC (eBiosciences). All samples were acquired on BD LSRFortessa^TM^ X-20. Data was analyzed with FlowJo v10.

### Statistical Analysis

Statistical significance was assessed using the GraphPad Prism software by performing an unpaired non-parametric *t*-test (^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001; ns, non-significant).

## Results

### Loss of *C1galt1c1* Increases Tn Antigen Expression

In this study we aimed to dissect the effect of high Tn antigen expression on colorectal cancer (CRC) tumor growth and the immune cell composition at the tumor site. Therefore, we first analyzed the steady state levels of Tn antigen on the mouse CRC cell line MC38 (MC38 wild type, MC38-WT), using the GalNAc-specific snail lectin *Helix Pomatia* agglutinin (HPA), and observed that our MC38-WT cells displayed only intermediate Tn antigen levels (Figure 1A). Normally, the T-synthase enzyme and its chaperone COSMC further elongate the Tn antigen with galactose, thus forming the T antigen (Galβ1-3GalNAcα-Ser/Thr) epitope (28) [see Figure 1B for a schematic representation of the *O*-glycosylation pathway, adapted from Cornelissen and Van Vliet (29)]. Indeed, CRISPR/Cas9-mediated knock out of the *Cosmc* gene (*C1galt1c1*) abolished T-synthase enzymatic activity (Figure 1C). Furthermore, *C1galt1c1* gene mutations were validated using the Surveyor assay (Supplementary Figure 1A). Consistently, Tn antigen levels were elevated after *C1galt1c1* gene knock out (MC38-Tn^high^), as confirmed by the increased staining of HPA (Figure 1D) and an anti-Tn antibody (5F4, Figure 1E), as well as the stronger binding of the mouse macrophage galactose-type lectin 2 (mMGL-2-Fc, Figure 1F), known for its specificity for the Tn antigen (30). Indeed, expression of T antigen, measured using the T antigen-recognizing lectin peanut agglutinin (PNA), was strongly reduced in the MC38-Tn^high^ cells (Supplementary Figure 1B). Moreover, mouse MGL-1 (mMGL-1-Fc), recognizing the Lewis X and A structures (30), only showed negligible binding to MC38-MOCK and MC38-Tn^high^ cells (Supplementary Figure 1C). Mutating the *C1galt1c1* gene did not alter the viability or proliferation of MC38-Tn^high^ cells (Supplementary Figure 1D). Thus, CRISPR/Cas9-mediated gene knock out of *C1galt1c1* results in elevated expression of the Tn antigen epitope in MC38 without affecting its intrinsic proliferative capacity.

**FIGURE 1:**
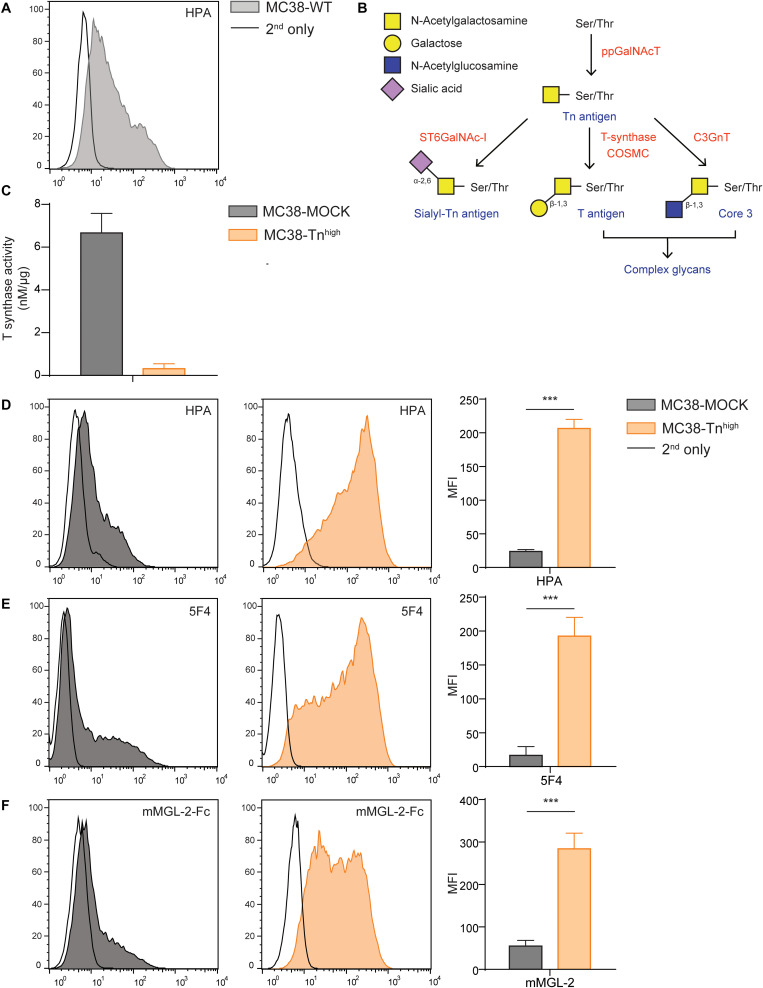
*C1galt1c1* knock out in MC38 cells results in high expression of Tn antigen. **(A)** Expression of Tn antigen on MC38 wild type (MC38-WT) cells analyzed by flow cytometry using the lectin HPA. **(B)** Simplified representation of the *O*-glycosylation pathway, adapted from Cornelissen and Van Vliet (29). **(C)** T synthase enzyme activity measured using the T synthase assay (16) in MC38 cells. **(D)** CRISPR/Cas9-mediated knock out of *C1galt1c1* resulted in increased Tn antigen expression (MC38-Tn^high^) as measured with HPA. As a negative control, MOCK-transfected cells (MC38-MOCK) were used. **(E,F)** Tn antigen expression measured with an anti-Tn antigen antibody (5F4) **(E)** or mouse macrophage galactose-type lectin (MGL) 2-Fc protein (mMGL-2-Fc) **(F)** on MC38 cells. Mean ± SD; MFI, mean fluorescent intensity, ***p < 0.001.

### Knockout of *C1galt1c1* in Tumor Cells Is Associated With a Decrease in Antigen Presentation and Cytotoxic T Cell Activation

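RNA of the mouse colorectal cancer cell line MC38 was sequenced from 3 samples each of MC38-WT, MC38-MOCK (transfected with an empty CRISPR/Cas9 construct) and MC38-Tn high (C1galt1c1 knockout). The deposited values are read counts per gene that the authors scaled by a factor for each library, for library size and TMM, and rounded to whole numbers, here called normalized counts. They cover 52636 genes and 24 samples of 8 lines. The total of normalized counts lay between 11049033 and 11204777 in MC38-MOCK with a median of 11187742, between 11574538 and 11613273 in MC38-Tn high with a median of 11608907, and between 11170653 and 11687830 in MC38-WT with a median of 11303929. The number of reads behind them was estimated from the spacing of the rounded values. It was 10859447 to 12932311 in MC38-MOCK, 10938375 to 14369383 in MC38-Tn high and 6759510 to 11848380 in MC38-WT. The sample labels give passages 4 to 6 for MC38-MOCK and MC38-Tn high and passages 7 to 9 for MC38-WT, so passage and line cannot be told apart where MC38-WT is compared. Each comparison used the 3 samples of either line, which are passages of 1 population. The tests thus measure a difference between populations against the spread between passages, and not the replication of the knockout. Genes with more than 4 zeros among the 6 samples were left out, as in the paper. Log2 of the normalized count plus 1 was tested with limma (lmFit, and eBayes with a mean-variance trend) and the Benjamini-Hochberg adjustment, and genes with an adjusted p below 0.05 are called DEGs. The targeted gene C1galt1c1 had 238 ± 15.9 normalized counts in MC38-MOCK (SD, n = 3), 218 ± 22.7 in MC38-WT (SD, n = 3) and 144 ± 19.5 in MC38-Tn high (SD, n = 3). Its log2 fold change between MC38-Tn high and MC38-MOCK was -0.73 (standard error 0.125, adjusted p = 0.0128 from limma). Between MC38-Tn high and MC38-WT it was -0.60 (standard error 0.146, adjusted p = 0.129 from limma), which did not pass the threshold. With the replicate number as a block, the adjusted p against MC38-MOCK was 0.129, and across genes the correlation of same-numbered samples of these lines was -0.0995. C1galt1, which encodes the T-synthase, changed by 0.11 between MC38-Tn high and MC38-MOCK (standard error 0.0943, adjusted p = 0.544 from limma).

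**Figure D2:**
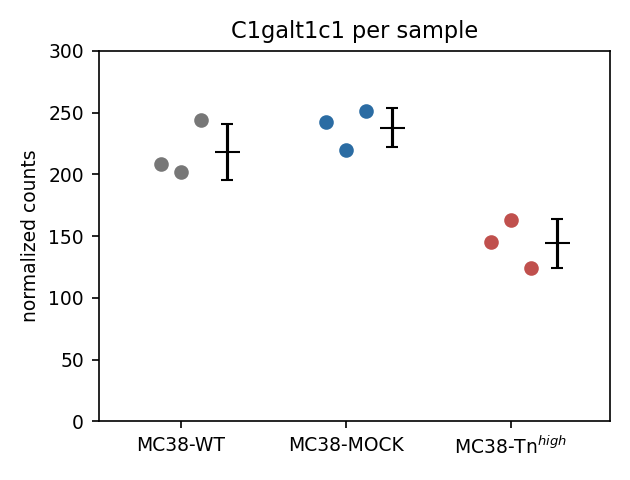
Normalized counts of C1galt1c1 (y axis) in the 3 samples of each line (x axis). Points are samples, and bars beside them are the mean and SD of 3 samples; the MC38-Tn high samples lie at 124 to 163 and the MC38-MOCK samples at 220 to 251.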

To investigate whether increased expression of truncated *O*-glycans leads to transcriptional changes in the glycoengineered MC38 cells, we performed RNA sequencing (RNAseq) analysis in MC38-WT, MC38-MOCK and MC38-Tn^high^ cells. Comparative analysis revealed that the expression of 1,348 genes was specifically affected in MC38-Tn^high^ cells, of which 707 genes were increased in expression and 641 genes were downregulated (Figures 2A,B and Supplementary Tables 1–3). 

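Of 22172 genes tested between MC38-Tn high and MC38-MOCK, 2563 were DEGs, 1367 increased and 1196 decreased. The samples of both lines did not overlap for 28.4% of the tested genes, where 10% would be so by chance. Of 21621 genes tested between MC38-WT and MC38-MOCK, 1192 were DEGs, 584 increased and 608 decreased, and 23.4% of the genes did not overlap. The alternative that moved these counts most was the replicate number as a block, which left 4 and 0 DEGs, with 4669 and 3788 genes at an unadjusted p below 0.05. Across genes, same-numbered samples correlated with r = -0.0995 between MC38-Tn high and MC38-MOCK and with r = -0.0145 between MC38-WT and MC38-MOCK. Genes are not independent replicates. The lists shared 794 DEGs, 5 of them in opposite directions, namely Bmper, Cald1, Gcnt4, Ky and Trpv2. With these 5 genes, 1774 DEGs were specific to MC38-Tn high, of which 962 were increased and 812 suppressed. With values rescaled to the same total, which shifts all genes of a sample together and moved the median log2 fold change of 13502 genes with a mean of at least 10 to -0.06, the DEGs of MC38-Tn high against MC38-MOCK were 1125 increased and 1746 decreased, and those specific to MC38-Tn high were 775 increased and 1263 suppressed. With the replicate block 4 genes were specific to MC38-Tn high, and none of them was among the 1774. Between MC38-MOCK and a second mock line that the paper does not report, 2454 of 21667 genes were DEGs. A difference of this order thus also arose between populations without a targeted gene.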

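A direct comparison of MC38-Tn high with MC38-WT gave 127 DEGs among 21843 genes, 50 increased and 77 decreased, and 17.3% of the genes did not overlap between the lines. The excess of decreased genes turned into an excess of increased genes with eBayes without a trend (62 increased, 30 decreased) and with all 8 lines in a single fit (501 increased, 444 decreased). With the replicate block 0 were called, with 2390 genes at an unadjusted p below 0.05, and same-numbered samples of these lines correlated across genes with r = -0.0976. Of the 1774 genes specific to MC38-Tn high, 54 were also DEGs against MC38-WT in the same direction, 23 increased and 31 suppressed. Of the genes specific to MC38-Tn high under the same alternatives, 18 increased and 9 suppressed without a trend and 171 increased and 151 suppressed with all 8 lines were also called. In MC38-WT against MC38-MOCK, 1736 of the 1774 genes could be tested and 1598 of them (92.1%) changed in the same direction as in MC38-Tn high. The median share of the MC38-Tn high change that MC38-WT showed was 0.574. In MC38-Tn high against MC38-WT, 1553 of 1745 (89.0%) changed in the same direction as against MC38-MOCK, with a median share of 0.442. The genes were selected on the MC38-Tn high and MC38-MOCK samples that these comparisons share, which favours the same direction in both. From its own comparison of the DEG lists (Fig. 2B), the paper concludes that the genes on its list were specifically affected in MC38-Tn high cells.

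**Figure D3:**
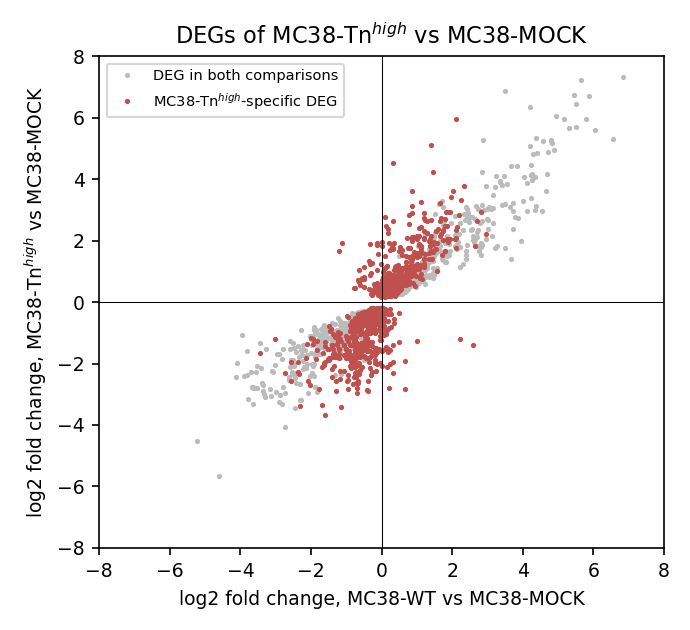
Log2 fold change of MC38-WT (x axis) and of MC38-Tn high (y axis), each against MC38-MOCK, for the DEGs of MC38-Tn high that were tested in both comparisons. Each point is a gene, grey where it was a DEG in the same direction in both comparisons and red where it was specific to MC38-Tn high; 92.1% of the red points lie in the upper right and lower left.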

The effect of increased expression of truncated *O*-glycans by tumor cells on specific biological processes was assessed by subjecting the 1348 DEGs in MC38-Tn^high^ cells to GO term enrichment analysis (Figure 2C and Supplementary Table 4). 

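Supplementary Figure 2 shows DEGs grouped by process. Of the 99 genes of its MAPK signaling list, 46 were called lower and 47 higher in MC38-Tn high than in MC38-MOCK, with log2 fold changes between -2.79 and 4.54. For cell migration and blood vessel development, 111 genes were listed, of which 48 were called lower and 49 higher, between -2.56 and 2.38. Adjusted over each list alone, 99 of 99 and 111 of 111 genes passed; the lists are the DEGs the paper found in these samples, so this shows no stability. Against MC38-WT, 5 of the MAPK signaling genes and 9 of the migration and vessel genes were called in the same direction.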

We found evidence for effects of truncated *O*-glycans on MAPK signaling (GO group 103), cell migration, and blood vessel development (GO group 70, 82, 97) (Figure 2C, Supplementary Figures 2, 3 and Table 4), which corroborates previous reports (10, 31, 32). 

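Among the 32 genes that Table 1 lists for the GO term for the defense response to virus, 29 were lower in MC38-Tn high than in MC38-MOCK, with a median log2 fold change of -1.40, and 17 were called lower and 2 higher. Table 1 draws them from the DEGs that the paper found specific to MC38-Tn high in these same samples, so their direction is no independent support. This choice favours a large difference of MC38-Tn high from MC38-MOCK and a small difference of MC38-WT from MC38-MOCK. An antiviral score, the mean of log2 of the normalized count plus 1 over the 32 genes, was 7.46 ± 0.566 in MC38-MOCK (SD, n = 3), 7.35 ± 0.991 in MC38-WT (SD, n = 3) and 6.25 ± 0.422 in MC38-Tn high (SD, n = 3). MC38-Tn high differed from MC38-MOCK by -1.21 (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 3 allow). It differed from MC38-WT by -1.10 (exact two-sided permutation test, p = 0.2), and MC38-WT differed from MC38-MOCK by -0.11 (exact two-sided permutation test, p = 1).

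**Figure D4:**
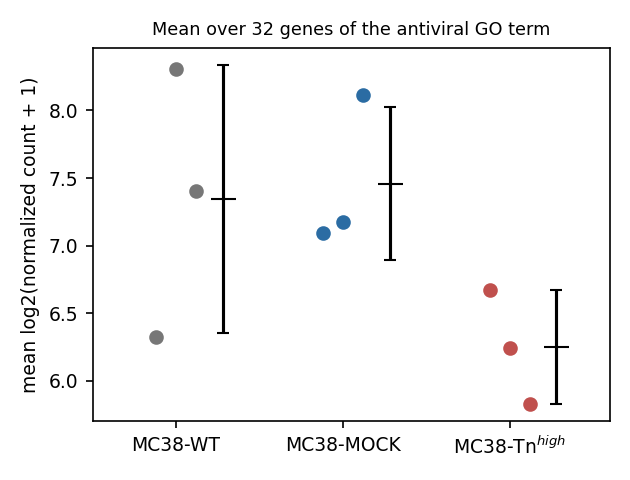
Antiviral score (y axis, mean log2 of the normalized count plus 1 over 32 genes) in the 3 samples of each line (x axis). Points are samples, and bars beside them are the mean and SD; the MC38-Tn high samples lie at 5.83 to 6.67 and the MC38-MOCK samples at 7.09 to 8.11.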

GO term enrichment analysis, furthermore, suggested an effect of truncated *O*-glycan expression on immune-related genes, involved in antigen processing and presentation, defense against viral infections, αβ T cell responses, and cytotoxic T cell responses (GO group 72, 85, 91, 93) (Figure 2C, Table 1 and Supplementary Table 4). Most of the genes involved in antigen presentation and T cell activation were suppressed in MC38-Tn^high^ cells (Figure 2D and Supplementary Tables 3–5), including the expression of well-known genes such as *B2m*, *Tap1*, *Tap2*, *Tapbp*, *H2-T23*, *H2-D1*, as well as the expression of important transcription factors, such as *Irf1*, *Batf*, *Foxp1*, *Eomes*, *Stat3*. 

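Of the 11 genes named here, all were lower in MC38-Tn high than in MC38-MOCK and 6 were DEGs. The paper named them as suppressed from these same samples, so their shared direction is no independent support. B2m had 1582 ± 139 normalized counts in MC38-Tn high and 2378 ± 375 in MC38-MOCK (SD, n = 3 each), a log2 fold change of -0.58 (adjusted p = 0.0218 from limma). Tapbp changed by -1.02 on the log2 scale (adjusted p = 0.0275 from limma), H2-D1 by -0.48 (adjusted p = 0.0244), Irf1 by -0.66 (adjusted p = 0.00234), Foxp1 by -0.49 (adjusted p = 0.0105) and Eomes by -0.61 (adjusted p = 0.0267). When each sample was left out in turn, Tapbp lost its call in 6 of 6 fits. B2m, H2-D1 and Eomes lost it in 5 fits each, Foxp1 in 2 and Irf1 in 0. With eBayes without a trend, B2m, Tapbp, H2-D1 and Eomes were not called (adjusted p = 0.0807 to 0.114 from limma). Eomes was also a DEG in MC38-WT against MC38-MOCK, with a log2 fold change of -0.52 (adjusted p = 0.0466 from limma). Tap1 (-0.78, adjusted p = 0.0637 from limma), Tap2 (-0.72, adjusted p = 0.085), H2-T23 (-1.13, adjusted p = 0.151), Batf (-2.39, adjusted p = 0.0604) and Stat3 (-0.40, adjusted p = 0.0675) were lower without passing the threshold. H2-T23 had 10.7 ± 1.15 normalized counts in MC38-Tn high and 27 ± 13 in MC38-MOCK (SD, n = 3 each). Batf was at or under 1 normalized count in all MC38-Tn high samples and at 2, 5 and 15 in the MC38-MOCK samples. With a floor of 3 normalized counts for MC38-Tn high, it was at least 2.44-fold lower than the MC38-MOCK mean. This bound rests mainly on the sample with 15. Each of the 11 genes was also lower in MC38-WT than in MC38-MOCK, and none was a DEG between MC38-Tn high and MC38-WT. The 32 genes of Fig. 2D were picked from the paper's DEGs in these samples. Of these, 24 were lower in MC38-Tn high than in MC38-MOCK, and 15 were called lower and 7 higher. With the replicate block 0 of them were called lower, with 18 at an unadjusted p below 0.05, and the pairing correlation of the lines was -0.0995 across genes. A score over B2m, H2-D1, H2-K1, H2-T23, Tap1, Tap2, Tapbp and Tapbpl, the mean of log2 of the normalized count plus 1, was 9.83 ± 0.318 in MC38-MOCK (SD, n = 3), 9.37 ± 0.519 in MC38-WT (SD, n = 3) and 9.08 ± 0.163 in MC38-Tn high (SD, n = 3). MC38-Tn high differed from MC38-MOCK by -0.75 (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 3 allow). It differed from MC38-WT by -0.29 (exact two-sided permutation test, p = 0.6), which is within the spread between samples. All genes of this score are on the paper's lists from these samples, which favours a lower score than in MC38-MOCK.

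**Figure D5:**
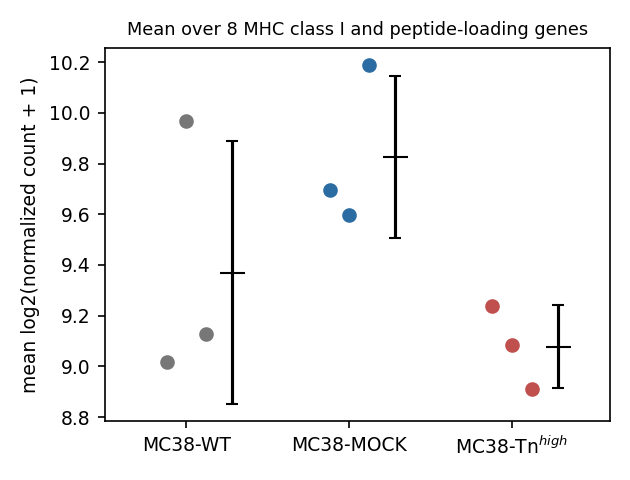
MHC class I score (y axis, mean log2 of the normalized count plus 1 over 8 genes) in the 3 samples of each line (x axis). Points are samples, and bars beside them are the mean and SD; the MC38-Tn high samples lie at 8.91 to 9.24, the MC38-MOCK samples at 9.60 to 10.2 and the MC38-WT samples at 9.02 to 9.97.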

*Stat6* was one the prominent genes upregulated in our MC38Tn^high^ cells (Figure 2D). 

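Stat6 had 1581 ± 37.7 normalized counts in MC38-Tn high, 1090 ± 90.4 in MC38-MOCK and 1345 ± 119 in MC38-WT (SD, n = 3 each). Against MC38-MOCK its log2 fold change was 0.54 (standard error 0.0702, adjusted p = 0.00453 from limma). Against MC38-WT it was 0.24 (standard error 0.0855, adjusted p = 0.258 from limma), which did not pass the threshold. With the replicate block the adjusted p against MC38-MOCK was 0.0967, the pairing correlation of both lines being -0.0995 across genes.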

A reduction in the MHC loading machinery and MHC class I molecules in tumor cells is known to restrict immune cell infiltration and to hamper anti-tumor immunity through the blockade of CD8^+^ T cell responses (33). STAT molecules play diverse pro- and anti-tumorigenic roles in cancer (34), however, in CRC high STAT3 expression is positively correlated to a better overall survival (35). Active STAT6 signaling seems to promote Thelper 2 cytokine profiles in CRC and to confer a pro-metastatic and anti-apoptotic tumor phenotype (36). Based on our RNAseq analysis, we hypothesized that truncated *O*-glycans and Tn antigen may have an immunomodulatory role in CRC.

**FIGURE 2:**
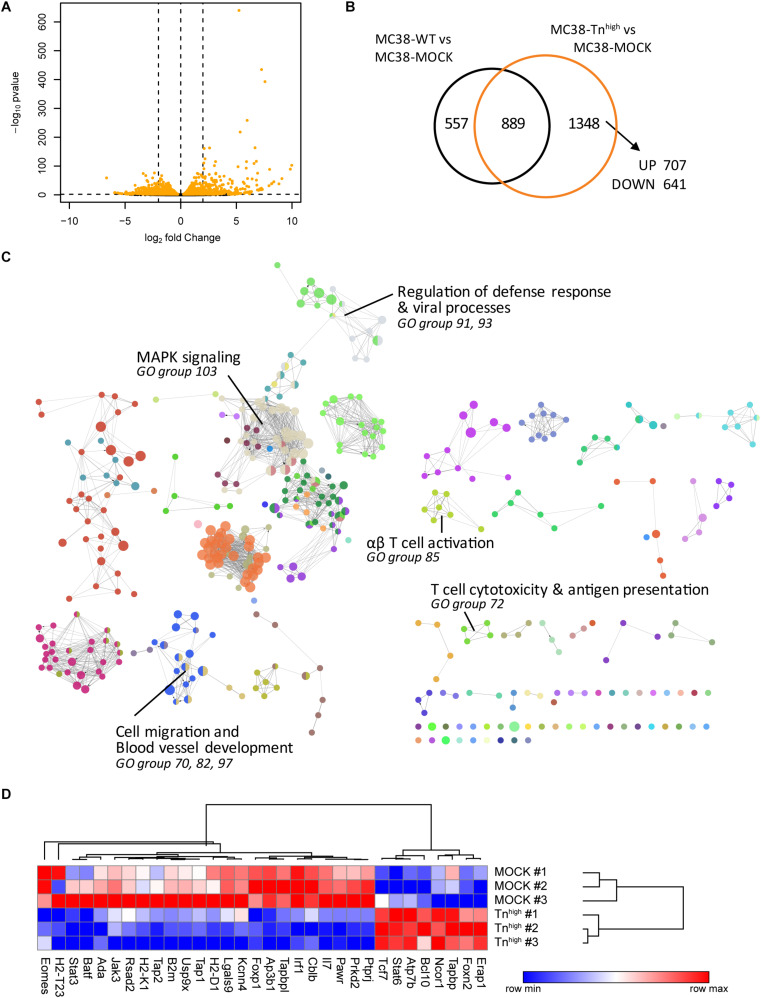
Knockout of *C1galt1c1* in tumor cells is associated with a decrease in antigen presentation and cytotoxic T cell activation. **(A)** Gene expression analysis in MC38-Tn^high^ cells compared to MC38-MOCK cells. Depicted are the log_2_ fold change and FDR-adjusted *p*-values in a minus log 10 transformation. Differentially expressed genes (DEGs) (FDR < 0.05) are highlighted in orange. **(B)** Comparative analysis of DEGs in MC38-WT vs MC38-MOCK cells and MC38-Tn^high^ vs MC38-MOCK cells. **(C)** Significant enriched GO terms annotated to the 1348 DEGs in MC38-COSMC KO cells. **(D)** Expression profile (log2 normalized counts) of the genes involved in antigen presentation and T cell activation.

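The 5 largest increases and the 5 largest decreases among the DEGs specific to MC38-Tn high are given here. Only genes whose samples did not overlap with MC38-MOCK and that had a mean of at least 10 normalized counts were ranked. Gm40652 had 63.3 ± 17.2 normalized counts in MC38-Tn high (SD, n = 3) and none in MC38-MOCK, and was at least 21.1-fold higher. 4933423P22Rik was at least 11.2-fold higher, Bmp5 at least 9.89-fold and Zfp385c at least 6.67-fold. The MC38-MOCK samples of these genes held at most 1 normalized count, so the bounds divide by a floor of 3 normalized counts. Slc47a1 had 80 ± 20.7 normalized counts in MC38-Tn high and 4 ± 3.61 in MC38-MOCK (SD, n = 3 each), a log2 fold change of 4.25 (adjusted p = 0.00429 from limma). F13a1 changed by -3.69 (adjusted p = 0.0171 from limma), Gm18860 by -3.42 (adjusted p = 0.00327), Fnd3c2 by -3.38 (adjusted p = 0.00468), Ifi205 by -2.96 (adjusted p = 0.041) and Kcnj2 by -2.83 (adjusted p = 0.00482). Against MC38-WT, the 5 increased genes and Kcnj2 were also DEGs. F13a1, Gm18860, Fnd3c2 and Ifi205 were not (adjusted p = 0.219 to 0.512 from limma). When each sample was left out in turn, Ifi205 lost its call in 6 of 6 fits, F13a1 in 5 and Slc47a1 in 1. With the replicate block none of these genes was called. In the line labelled FUT4, Bmp5 and Slc47a1 had means of 28 and 69 normalized counts.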

**TABLE 1:** GO terms related to immune pathways.

GO group	GO ID	GO term	Corrected term *P* value	Nr. genes	Genes
Group 72	GO: 0002484	Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway	0.00598	3	*H2-D1*, *H2-K1*, *Tap2*
	GO: 0002485	Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-dependent	0.00598	3	*H2-D1*, *H2-K1*, *Tap2*
	GO: 0001916	Positive regulation of T cell mediated cytotoxicity	0.02237	5	*[B2m*, *H2-D1*, *H2-K1*, *H2-T23*, *Tap2]*
	GO: 0001914	Regulation of T cell mediated cytotoxicity	0.04160	5	*B2m*, *H2-D1*, *H2-K1*, *H2-T23*, *Tap2*
Group 85	GO: 0046632	Alpha-beta T cell differentiation	0.01682	13	*Ada*, *Ap3b1*, *Atp7b*, *Batf*, *Eomes*, *Foxp1*, *Irf1*, *Jak3*, *Ncor1*, *Rsad2*, *Stat3*, *Stat6*, *Tcf7*
	GO: 0046631	Alpha-beta T cell activation	0.01917	16	*Ada*, *Ap3b1*, *Atp7b*, *Batf*, *Cblb*, *Eomes*, *Foxp1*, *H2-T23*, *Irf1*, *Jak3*, *Lgals9*, *Ncor1*, *Rsad2*, *Stat3*, *Stat6*, *Tcf7*
	GO: 0002293	Alpha-beta T cell differentiation involved in immune response	0.04065	8	*Atp7b*, *Batf*, *Eomes*, *Foxp1*, *Irf1*, *Jak3*, *Stat3*, *Stat6*
	GO: 0043367	CD4-positive, alpha-beta T cell differentiation	0.04165	9	*Atp7b*, *Batf*, *Foxp1*, *Irf1*, *Jak3*, *Ncor1*, *Rsad2*, *Stat3*, *Stat6*
	GO: 0002287	Alpha-beta T cell activation involved in immune response	0.04293	8	*Atp7b*, *Batf*, *Eomes*, *Foxp1*, *Irf1*, *Jak3*, *Stat3*, *Stat6*
	GO: 0035710	CD4-positive, alpha-beta T cell activation	0.04398	10	*Atp7b*, *Batf*, *Foxp1*, *Irf1*, *Jak3*, *Lgals9*, *Ncor1*, *Rsad2*, *Stat3*, *Stat6*
	GO: 0002360	T cell lineage commitment	0.04679	5	*Batf*, *Foxn2*, *Il7*, *Stat3*, *Stat6*
Group 91	GO: 0051607	Defense response to virus	0.00005	32	*Apobec3*, *Bnip3l*, *Bst2*, *Ddx58*, *Ddx60*, *Dtx3l*, *Gbp3*, *Ifih1*, *Ifitm1*, *Igf2bp1*, *Irf1*, *Irf5*, *Isg15*, *Oas1a*, *Oas1c*, *Oas1g*, *Oas2*, *Oas3*, *Oasl1*, *Parp9*, *Riok3*, *Rsad2*, *Rtp4*, *Samhd1*, *Tbk1*, *Trim12a*, *Trim30a*, *Trim30d*, *Trim34a*, *Zbp1*, *Zc3hav1*, *Zmynd11*
	GO: 0060760	Positive regulation of response to cytokine stimulus	0.00398	9	*Casp1*, *Casp4*, *Ddx58*, *Ifih1*, *Igf2bp1*, *Irgm1*, *Parp14*, *Parp9*, *Zbp1*
	GO: 0002753	Cytoplasmic pattern recognition receptor signaling pathway	0.00480	8	*5730559C18Rik*, *Ddx58*, *Ddx60*, *Erbin*, *Ifih1*, *Peli3*, *Riok3*, *Zc3hav1*
	GO: 0032728	Positive regulation of interferon-beta production	0.01026	7	*Ddx58*, *Ifih1*, *Irf1*, *Polr3a*, *Riok3*, *Tbk1*, *Zc3hav1*
	GO: 0031349	Positive regulation of defense response	0.01345	30	*5730559C18Rik*, *Cd47*, *Cd6*, *Cx3cl1*, *Ddx58*, *Ddx60*, *Erbin*, *H2-T23*, *Ifih1*, *Igf2bp1*, *Irak1*, *Irf1*, *Irgm1*, *Lgals9*, *Optn*, *Parp9*, *Peli3*, *Prkce*, *Ptgs2*, *Riok3*, *Rsad2*, *Snca*, *Tbk1*, *Tgm2*, *Tnfrsf1a*, *Trim30a*, *Trpv4*, *Ulbp1*, *Zbp1*, *Zc3hav1*
	GO: 0032481	Positive regulation of type I interferon production	0.02214	8	*Ddx58*, *Ifih1*, *Irak1*, *Irf1*, *Polr3a*, *Riok3*, *Tbk1*, *Zc3hav1*
	GO: 0045089	Positive regulation of innate immune response	0.02310	21	*5730559C18Rik*, *Ddx58*, *Ddx60*, *Erbin*, *H2-T23*, *Ifih1*, *Igf2bp1*, *Irak1*, *Irf1*, *Irgm1*, *Lgals9*, *Parp9*, *Peli3*, *Prkce*, *Riok3*, *Rsad2*, *Tbk1*, *Trim30a*, *Ulbp1*, *Zbp1*, *Zc3hav1*
	GO: 0039528	Cytoplasmic pattern recognition receptor signaling pathway in response to virus	0.02926	5	*Ddx58*, *Ddx60*, *Ifih1*, *Riok3*, *Zc3hav1*
	GO: 0039530	MDA-5 signaling pathway	0.03022	3	*Ddx60*, *Ifih1*, *Riok3*
	GO: 0045088	Regulation of innate immune response	0.04004	23	*5730559C18Rik*, *Ddx58*, *Ddx60*, *Erbin*, *H2-T23*, *Ifih1*, *Igf2bp1*, *Irak1*, *Irf1*, *Irgm1*, *Lgals9*, *Parp14*, *Parp9*, *Peli3*, *Prkce*, *Riok3*, *Rsad2*, *Samhd1*, *Tbk1*, *Trim30a*, *Ulbp1*, *Zbp1*, *Zc3hav1*
Group 93	GO: 0051607	Defense response to virus	0.00005	32	*Apobec3*, *Bnip3l*, *Bst2*, *Ddx58*, *Ddx60*, *Dtx3l*, *Gbp3*, *Ifih1*, *Ifitm1*, *Igf2bp1*, *Irf1*, *Irf5*, *Isg15*, *Oas1a*, *Oas1c*, *Oas1g*, *Oas2*, *Oas3*, *Oasl1*, *Parp9*, *Riok3*, *Rsad2*, *Rtp4*, *Samhd1*, *Tbk1*, *Trim12a*, *Trim30a*, *Trim30d*, *Trim34a*, *Zbp1*, *Zc3hav1*, *Zmynd11*
	GO: 0048525	Negative regulation of viral process	0.00029	16	*Apobec3*, *Banf1*, *Bst2*, *Ifitm1*, *Isg15*, *Oas1a*, *Oas1g*, *Oas3*, *Oasl1*, *Rsad2*, *Srpk2*, *Tfap4*, *Trim14*, *Zc3hav1*, *Zfp36*, *Zfp639*
	GO: 0045071	Negative regulation of viral genome replication	0.00034	11	*Apobec3*, *Banf1*, *Bst2*, *Ifitm1*, *Isg15*, *Oas1g*, *Oas3*, *Oasl1*, *Rsad2*, *Srpk2*, *Zc3hav1*
	GO: 0045069	Regulation of viral genome replication	0.00094	14	*Apobec3*, *Banf1*, *Bst2*, *Fkbp10*, *Ifitm1*, *Isg15*, *Oas1g*, *Oas3*, *Oasl1*, *Pabpc1*, *Ppia*, *Rsad2*, *Srpk2*, *Zc3hav1*
	GO: 0019079	Viral genome replication	0.00231	15	*Apobec3*, *Banf1*, *Bst2*, *Fkbp10*, *Ifitm1*, *Isg15*, *Oas1g*, *Oas3*, *Oasl1*, *Pabpc1*, *Ppia*, *Rsad2*, *Smarcb1*, *Srpk2*, *Zc3hav1*
	GO: 1903900	Regulation of viral life cycle	0.00476	17	*Apobec3*, *Banf1*, *Bst2*, *Fkbp10*, *Ifitm1*, *Isg15*, *Mvb12a*, *Oas1g*, *Oas3*, *Oasl1*, *Pabpc1*, *Pcx*, *Ppia*, *Rsad2*, *Srpk2*, *Trim30a*, *Zc3hav1*
	GO:1903901	Negative regulation of viral life cycle	0.00825	11	*Apobec3*, *Banf1*, *Bst2*, *Ifitm1*, *Isg15*, *Oas1g*, *Oas3*, *Oasl1*, *Rsad2*, *Srpk2*, *Zc3hav1*
	GO: 0045089	Positive regulation of innate immune response	0.02310	21	*5730559C18Rik*, *Ddx58*, *Ddx60*, *Erbin*, *H2-T23*, *Ifih1*, *Igf2bp1*, *Irak1*, *Irf1*, *Irgm1*, *Lgals9*, *Parp9*, *Peli3*, *Prkce*, *Riok3*, *Rsad2*, *Tbk1*, *Trim30a*, *Ulbp1*, *Zbp1*, *Zc3hav1*
	GO: 0045088	Regulation of innate immune response	0.04004	23	*5730559C18Rik*, *Ddx58*, *Ddx60*, *Erbin*, *H2-T23*, *Ifih1*, *Igf2bp1*, *Irak1*, *Irf1*, *Irgm1*, *Lgals9*, *Parp14*, *Parp9*, *Peli3*, *Prkce*, *Riok3*, *Rsad2*, *Samhd1*, *Tbk1*, *Trim30a*, *Ulbp1*, *Zbp1*, *Zc3hav1*
	GO: 0048524	Positive regulation of viral process	0.04398	10	*Fkbp10*, *Mvb12a*, *Pabpc1*, *Pcx*, *Ppia*, *Smarcb1*, *Srpk2*, *Tfap4*, *Trim30a*, *Zfp639*

*Genes were extracted from GO group 72, 85, 91, 93 (see also Supplementary Table 4).*

### Tn Antigen Drives Tumor Growth Specifically at Later Stages of Tumor Development

We first explored the impact of high Tn antigen expression on tumor growth through subcutaneous injection of the MC38-MOCK and MC38-Tn^high^ cell lines in C57Bl/6 mice. Interestingly, and in contrast to a sialic acid knockout of MC38 (37), the *in vivo* growth rates were similar between MC38-MOCK and MC38-Tn^high^ tumors at day 13 of tumor development (Figures 3A,B). However, from day 23 onward MC38-Tn^high^ tumors started to display significantly faster growth compared to the MC38-MOCK tumors (Figures 3C,D). No differences in tumor growth were observed between male and female mice (data not shown). Thus, high Tn antigen expression seems to drive tumor growth particularly at later stages of colorectal cancer development.

**FIGURE 3:**
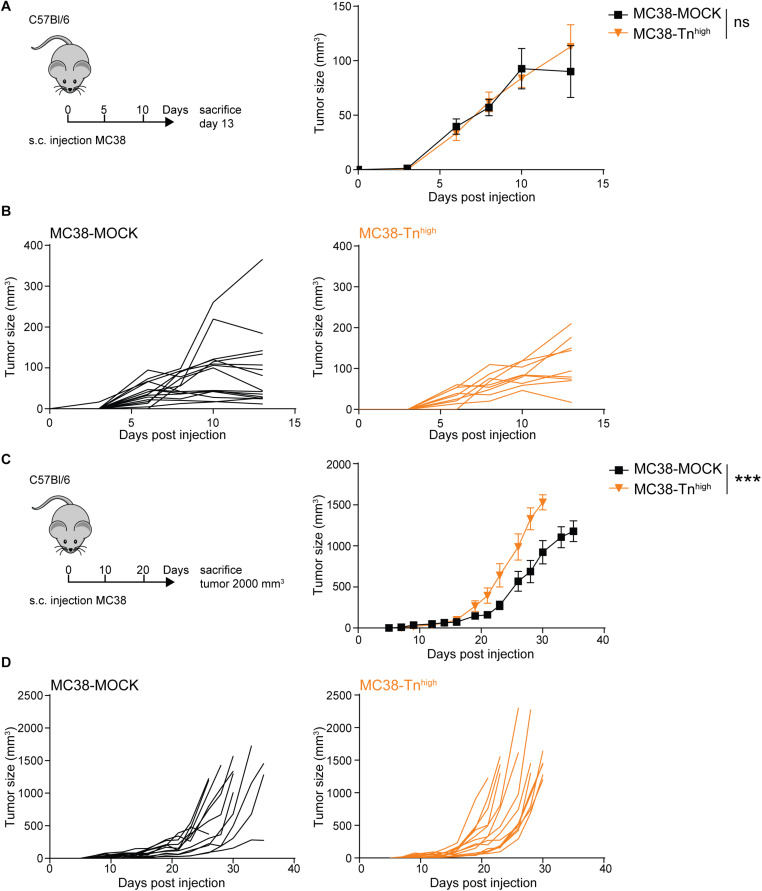
MC38-Tn^high^ tumors display enhanced tumor growth at later phases of tumor development. **(A–D)** MC38-MOCK or MC38-Tn^high^ cells were injected subcutaneously into C57Bl/6 mice and sacrificed at day 13 of tumor development (*n* > 10 mice/group) **(A)** or when tumor reached a size of 2000 mm^3^ (*n* = 14 mice/group) **(C)**. Tumor growth is depicted as mean tumor size **(A,C)** or individual tumor growth curves **(B,D)**. Mean ± SD; ***p < 0.001; ns, not significant.

### MC38-Tn^high^ Tumors Are Characterized by Lower Immune Cell Infiltration and Higher Levels of Myeloid-Derived Suppressor Cells

Next, we examined the influence of tumor-associated Tn antigen on the immune cell composition within the tumor microenvironment. We inoculated mice with our MC38-MOCK and MC38-Tn^high^ and harvested the tumors when they reached a size of 2000 mm^3^. Strikingly, compared to MC38-MOCK tumors, MC38-Tn^high^ tumors displayed reduced infiltration of viable immune cells (FVD^–^CD45^+^) (Figure 4A). As carbohydrate binding lectin receptors are mainly expressed by antigen presenting cells (38), we first analyzed the myeloid immune cell compartment, including professional antigen presenting cells (APCs), such as dendritic cells (DCs) and macrophages, and myeloid-derived suppressor cells (MDSCs). APCs are known to internalize and present antigens to T cells, while MDSCs contribute to an immune suppressive tumor microenvironment (39). APC (MHC-II^+^CD11c^+^) frequencies were equal between MC38-Tn^high^ and MC38-MOCK tumors (Figure 4B), but were reduced in the tumor draining lymph node (TDLN, Figure 4D) and the spleen (Figure 4E). Interestingly, the reduced DC frequencies in the TDLN were confined to the lymph node-resident DC (CD11c^++^MHCII^+^) and not attributable to the migratory DC subset CD11c^+^MHCII^++^) (Figure 4F). Moreover, MDSC frequencies (CD11b^+^Gr-1^+^) (40) were significantly higher in MC38-Tn^high^ tumors compared to MC38-MOCK tumors (Figure 4C).

**FIGURE 4:**
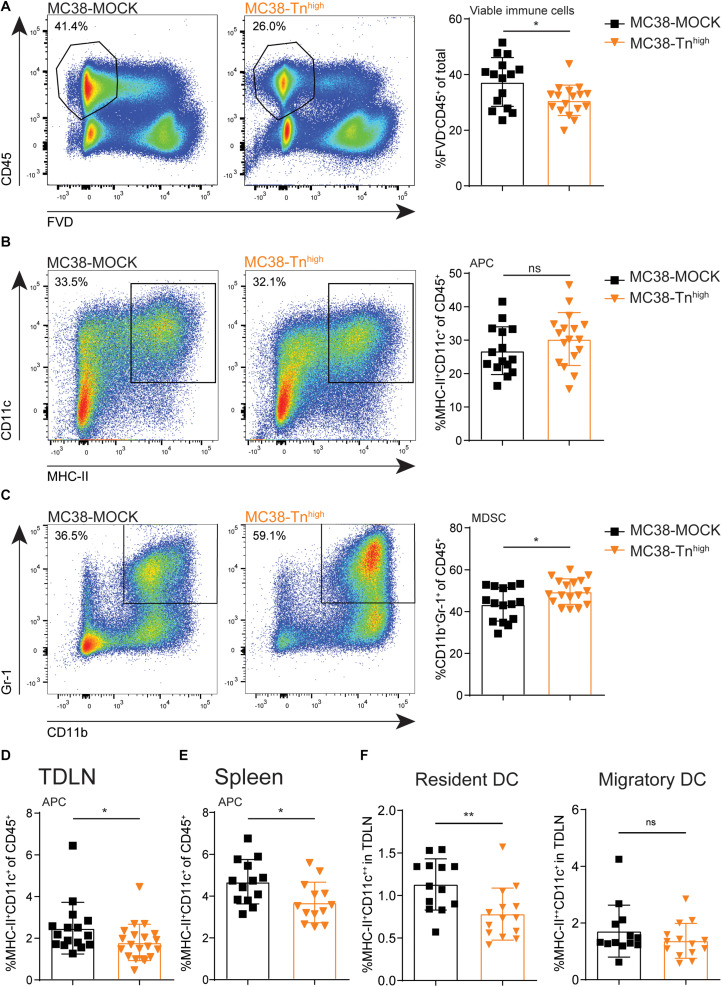
Characterization of myeloid immune cells in Tn^high^ tumors. **(A–C)** Flow cytometric analysis of viable immune cells (FVD^–^ CD45^+^) **(A)**, antigen presenting cells (APCs, MCH-II^+^CD11c^+^) **(B)** and myeloid derived suppressor cells (MDSCs, CD11b^+^Gr-1^+^) **(C)** at the tumor site. Tumors were harvested when they reached a size of 2000 mm^3^. **(D–F)** Flow cytometric analysis of APCs present in tumor draining lymph nodes (TDLN) **(D,F)** or spleen **(E)**. Data represents pooled data of *n* = 2 *in vivo* experiments with *n* > 5 and *n* > 8 mice/group **(A–D)** or one *in vivo* experiment with *n* = 13 mice/group **(E,F)**. Mean ± SD; *p < 0.05; **p < 0.01; FVD, fixable viability dye, ns, not significant.

### MC38-Tn^high^ Tumors Display Reduced Cytotoxic CD8^+^ T Cell Frequencies

Resident DC in the TDLN are known to participate in the priming of tumor-specific CD8^+^ T cells through the capture of antigens from migratory DCs (41), suggesting that also adaptive T cell immunity could be affected in the MC38-Tn^high^ tumors. Moreover, high CD8^+^ T cell frequencies within the tumor microenvironment strongly correlate with a good prognosis in many cancer types (42), including CRC, supporting the substantial role of CD8^+^ T cells in combating cancer. Thus, we next analyzed the lymphoid compartment in our MC38-MOCK and MC38-Tn^high^ tumors. Indeed, compared to MC38-MOCK tumors, CD8^+^ T cell frequencies were decreased in MC38-Tn^high^ tumors (Figure 5A). Moreover, CD4^+^ T cell frequencies tended to be lower in MC38-Tn^high^ tumors, however, due to high variation within both groups, the differences observed were not significant (Figure 5B). Although reduced APC frequencies were found in TDLN of mice bearing MC38-Tn^high^ tumors (Figure 4D), T cell frequencies in TDLN were indistinguishable in the MC38-MOCK and MC38-Tn^high^ groups (Supplementary Figure 4). MDSCs are known to promote regulatory T cells expansion within the tumor microenvironment (43, 44), yet no increase in regulatory T cell frequencies was observed in MC38-Tn^high^ tumors (Figure 5C) or tumor-draining lymph nodes and spleen (Supplementary Figure 4).

**FIGURE 5:**
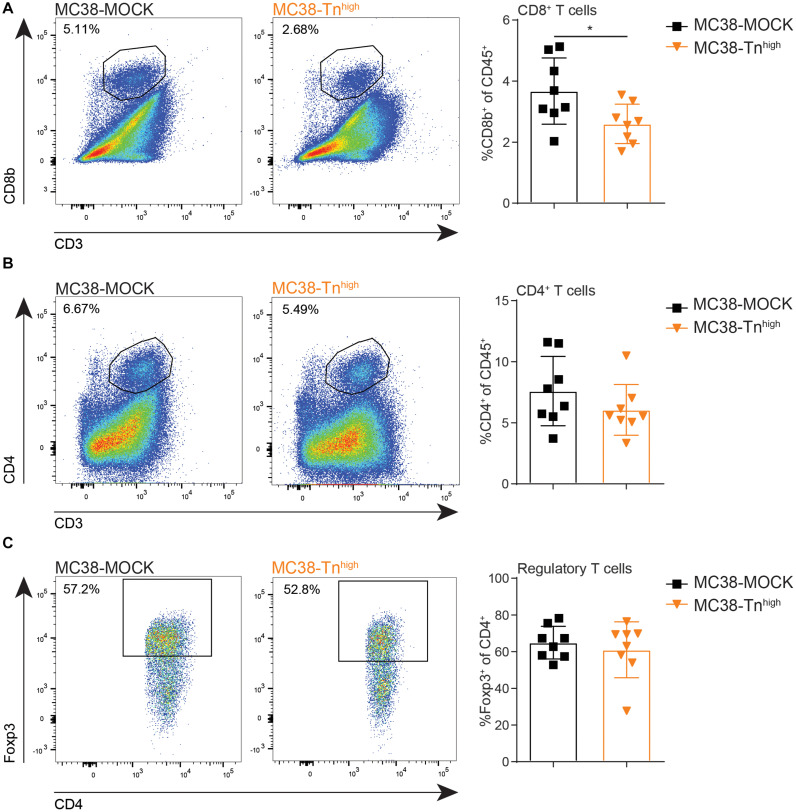
MC38-Tn^high^ tumors contain reduced numbers of cytotoxic CD8^+^ T cells. **(A–C)** Flow cytometric analysis of CD8^+^ T cells (FVD^–^ CD45^+^CD3^+^CD8b^+^) **(A)**, CD4^+^ T cells (FVD^–^ CD45^+^CD3^+^CD4^+^) **(B)** and regulatory T cells (Foxp3^+^ of CD45^+^CD3^+^CD4^+^) **(C)** at the tumor site. Tumors were analyzed when they reached a size of 2000 mm^3^. Data are representatives of *n* = 2 *in vivo* experiments. Mean ± SD; *p < 0.05; ns, not significant.

We next analyzed the expression of immune checkpoint markers on the tumor-infiltrating CD8^+^ T cell population. Although equal percentages of PD-1^+^CD8^+^ T cells were found in MC38-MOCK and MC38-Tn^high^ tumors, the percentage of TIM-3^+^CD8^+^ T cells was significantly lower in the MC38-Tn^high^ tumors (Supplementary Figure 5A). Based on these data we cannot ascertain whether the CD8^+^ T cells in the MC38-Tn^high^ tumors are less exhausted or less activated, especially as the percentage of IFNγ-producing cells was not different upon *in vitro* PMA/Ionmycin restimulation of tumor-infiltrating lymphocytes from MC38-MOCK and MC38-Tn^high^ tumors (Supplementary Figure 5B).

In conclusion, MC38-Tn^high^ tumors displayed increased tumor growth at later stages of tumor development, which was characterized by enhanced levels of MDSCs and decreased levels of CD8^+^ T cell infiltration. Together these results suggest that MC38-Tn^high^ tumors are able to modulate the immune landscape within the tumor microenvironment, which might contribute to the enhanced tumor growth *in vivo*.

## Discussion

An aberrant glycosylation profile, including high Tn antigen expression, is a key feature of epithelial cancer types. Tumor-associated Tn antigen is found in 81–95% of CRC cases, independent of the histological subtype and differentiation status of the tumor, while it is not expressed by the healthy gut mucosa (10, 45, 46). Its expression has been correlated to bad prognosis and increased metastasis (5, 6), however, the effect of Tn antigen on the anti-tumor immune response has not been investigated in detail. In this study, we explored in a colorectal cancer mouse model how Tn antigen influences tumor growth and the immune cell composition in the tumor microenvironment. We show that knockout of the *C1galt1c1*/*Cosmc* gene alters the cell-intrinsic properties of tumor cells, affecting genes involved in MAPK signaling, cell migration and angiogenesis and immune regulation (Figure 2). Our results corroborate the work by Radhakrishnan et al., who also observed a downregulation of immune-related genes in *COSMC* knockouts of human keratinocytes (12). Finally, we provide evidence that enhanced Tn antigen expression coincided with enhanced tumor growth, especially at later stages of tumor development (Figure 3) and an alteration of the immune landscape within the tumor microenvironment (Figures 4, 5).

Tn antigen is the initial step of the *O*-glycosylation pathway and it can be further elongated in three distinct ways; through the addition of α2-6 sialic acid forming sialyl-Tn (sTn) antigen, with a galactose (forming the T antigen, Galβ1-3GalNacα-Ser/Thr) or a *N*–acetylglucosamine (core 3). Core 3 *O*-glycan structures are essential for intestinal mucus barrier function (47) and are responsible for colonic disease resistance (48). Also, the glycosyltransferase responsible for core 3 synthesis is generally downregulated during CRC progression, which actually accelerates CRC development (48, 49). Together, this implies an antagonizing role of core 3 in tumor growth, hence it is not likely that core 3 is responsible for the observed increase in MC38-Tn^high^ tumor growth. Sialyl-Tn (sTn) antigen has been described to support tumor progression as well (50) and could thus be accountable for the enhanced tumor growth of MC38-Tn^high^ cells *in vivo*. However, flow cytometric analysis of α2-6 sialic acids or sTn expression, ruled out the presence of α2-6 sialic acids in any of the cell lines used (data not shown), indicating that *de novo* Tn antigen expression was not sialylated in our MC38-Tn^high^ cells. Nevertheless, whether the effects we observed are due to an increase in Tn antigen or to a loss of the T antigen structure or longer *O*-glycans remain to be defined. In literature, conflicting reports exist on the influence of Tn or T antigen on tumor development. Overexpression of Tn antigen has been shown to promote tumor growth in CRC (11, 51) and pancreatic cancer (13). Moreover, in some models the mere abrogation of T-synthase/COSMC is sufficient to induce oncogenic features and to augment tumorigenesis of otherwise healthy cells (12, 52). In contrast, enhanced T antigen expression also correlates to bad prognosis and oncogenesis in, for instance, breast (31, 53, 54) and head and neck cancer (55). Strikingly, although Du et al. observed reduced breast cancer growth upon *COSMC* disruption, they also noticed an inhibition of the MAPK pathway similar to our findings (31) (Supplementary Figure 3). Thus, both Tn antigen and T antigen affect tumor progression and discrepancies might be explained by the tumor (sub)type or cell line investigated. Thus, whether Tn and T antigen work synergistically or whether one dominates over the other, remains to be investigated and is most likely tumor type-dependent.

The prominent role of anti-tumor immunity in CRC is clearly illustrated by the “Immunoscore,” a validated prognostic classification of CRC tumors according to their intratumoral density of memory and cytotoxic CD8^+^ T cells, superior to the classical TNM staging (56). Indeed, we also observed a decreased infiltration of CD8^+^ T cells in our MC38-Tn^high^ tumors, highlighting the critical role that these cells play in CRC progression. Although very little is known on the *in vivo* immune response to Tn antigen-positive tumors, *in vitro* work has already provided some clues. We postulate that the Tn antigen-dependent immune effects might be mediated through the interaction with lectin receptors expressed on immune cells. One prime candidate in this respect would be the Macrophage Galactose-type Lectin (MGL, CD301). MGL is expressed by (tolerogenic) dendritic cells (DCs) and macrophages (57) and has a unique preference for tumor-associated Tn and sTn antigen (58–60), through which MGL is able to distinguish between tumor-associated carbohydrate antigens and healthy tissue (61). Upon ligand binding, MGL signaling converges with Toll-like receptor-induced pathways, which increases the secretion of the anti-inflammatory cytokine IL-10 by human DCs and promotes the differentiation of human Tr1 cells by these DCs (62, 63). Moreover, MGL-mediated engagement of CD45 on effector T cells inhibits T cell cytokine secretion and can even induce T cell death (64), suggesting that tumor-associated Tn antigen might dampen adaptive immune responses via the MGL receptor at multiple levels to support tumor growth. Indeed, MGL ligand expression has been associated with lower survival in late stage CRC (65) and poor survival and distant metastasis in cervical squamous cell and adenosquamous carcinoma (66). Nevertheless, we cannot rule out that T and sialylated T antigen may also have immunomodulatory properties within the tumor microenvironment. COSMC KO of human breast cancer cells actually sensitized tumor cells to natural killer or cytotoxic CD8^+^ T cell killing (67), while sialyl-T was shown to promote the differentiation of tumor-associated macrophages through the engagement of inhibitory sialic acid-binding receptor Siglec-9, respectively (68). Clearly, more work is needed to elucidate the individual roles of truncated tumor-associated *O*-glycans on the anti-tumor immune response.

Interestingly, the association with MGL ligand expression was solely observed in stage III CRC and not in stage II CRC patients, which fits with our findings that Tn antigen augments tumor growth mainly from day 23 onward. Our data thus also implies that Tn antigen supports tumor progression and dampens anti-tumor immunity specifically during later stages of tumor development. Nevertheless, CRC is a very heterogeneous disease, comprising of four consensus molecular subtypes with different biological characteristics (69) and as yet, it is unclear how aberrant tumor glycosylation receptor impacts each CRC subtype. Certain glyco-gene signatures may be able identify patients groups with poor prognosis (70); however, the high incidence of Tn antigen (up to 80% in CRC) suggests that glycosylation-based immune modulation might be subtype-independent and should thus be regarded as a novel immune checkpoint across the whole CRC spectrum (14).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Sequence Read Archive (SRA) Gene Expression Omnibus (accession number GSE143700).

## Ethics Statement

The animal study was reviewed and approved by VU University Animal Welfare Commission, VU University, Amsterdam, Netherlands.

## Author Contributions

LC designed and performed experiments, analyzed data, and wrote the manuscript. AB, AZ, and JH performed the experiments. AZ analyzed RNA sequencing data. LK performed subcutaneous cell injections and mouse experiments. TO’T performed cell sorting experiments. YK and SV conceived and coordinated the study. SV designed and supervised the study and wrote the manuscript. All authors contributed to reviewing and/or revising the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Tn Antigen Expression Contributes to an Immune Suppressive Microenvironment and Drives Tumor Growth in Colorectal Cancer
**Source:** Front Oncol. 2020 Aug 18;10:1622. doi: 10.3389/fonc.2020.01622
**Supplement:** Supplementary file 1

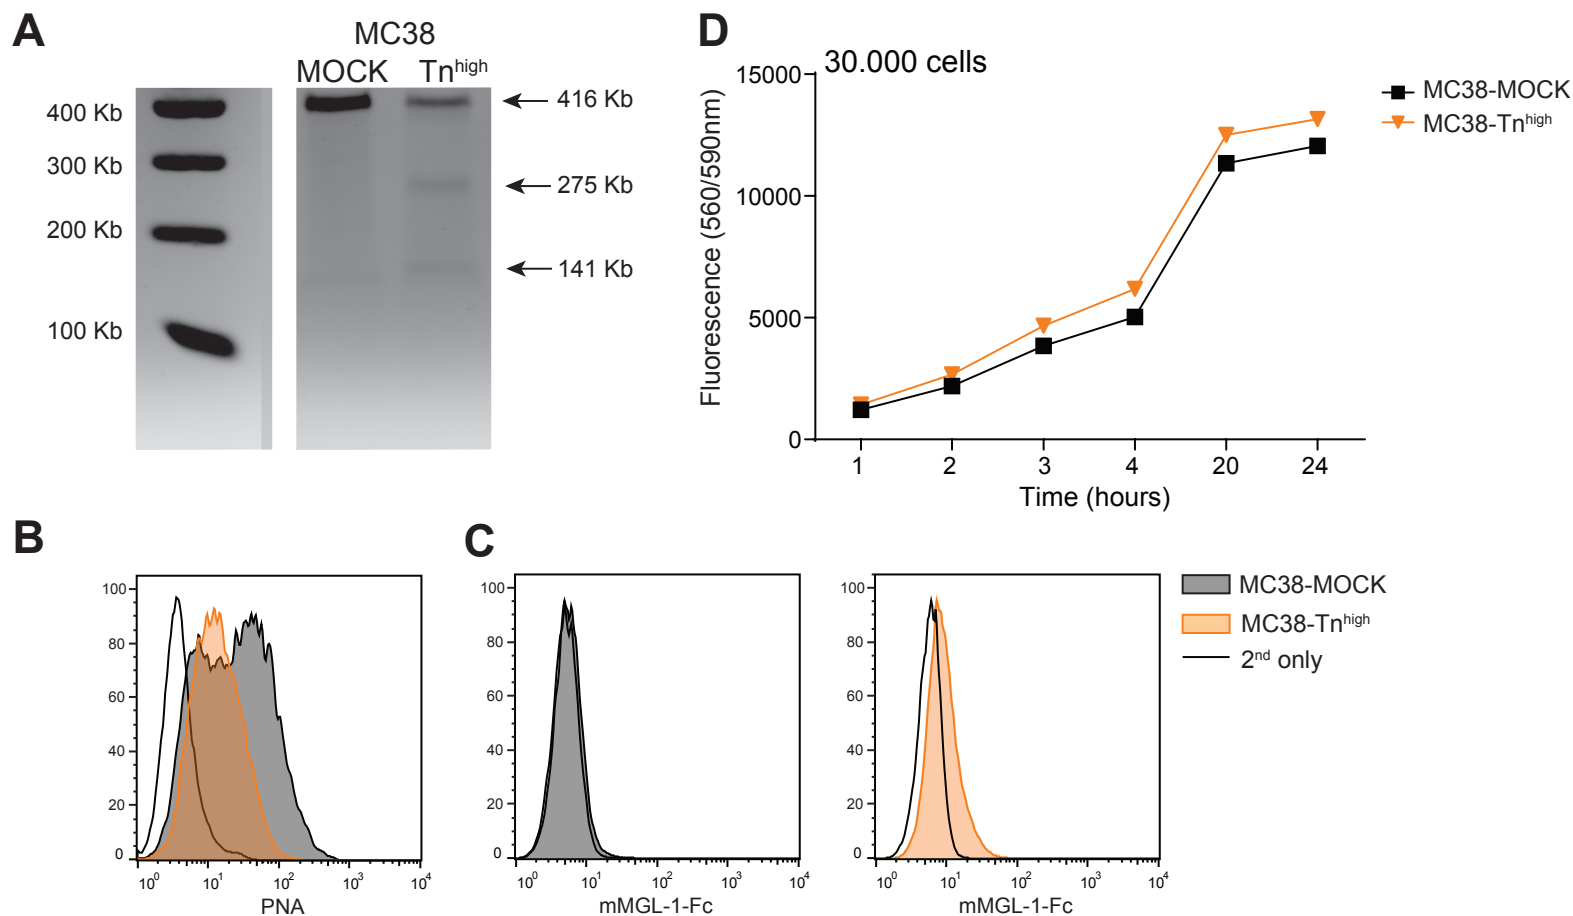

**Supplementary Figure 1.** Characterization and validation of the *C1galt1c1* knockout MC38-Tn<sup>high</sup> cells. **(A)** The COSMC gene, *C1galt1c1*, was amplified with qPCR (product length 416 bp, top arrow) and tested for mutations using the Surveyor assay. The Surveyor nucleases recognizes and cleaves DNA mismatches. In the presence of a *C1galt1c1* mutation the qPCR product is cleaved into two fragments of 275 bp (middle arrow) and 141 bp (bottom arrow). **(B-C)** Flow cytometric analysis of PNA (T antigen, B) and mouse macrophage galactose-type lectin 1 (mMGL-1-Fc) (C) binding to MC38-MOCK and MC38-Tn<sup>high</sup> cells. **(D)** Metabolic cell activity assessed with the CellTiter-Blue® Cell Viability assay of MC38-MOCK and MC38-Tn<sup>high</sup> cells after the first 24 hours of culture. No significant differences were found. Mean ± SD.

**A**

**B**

**C**

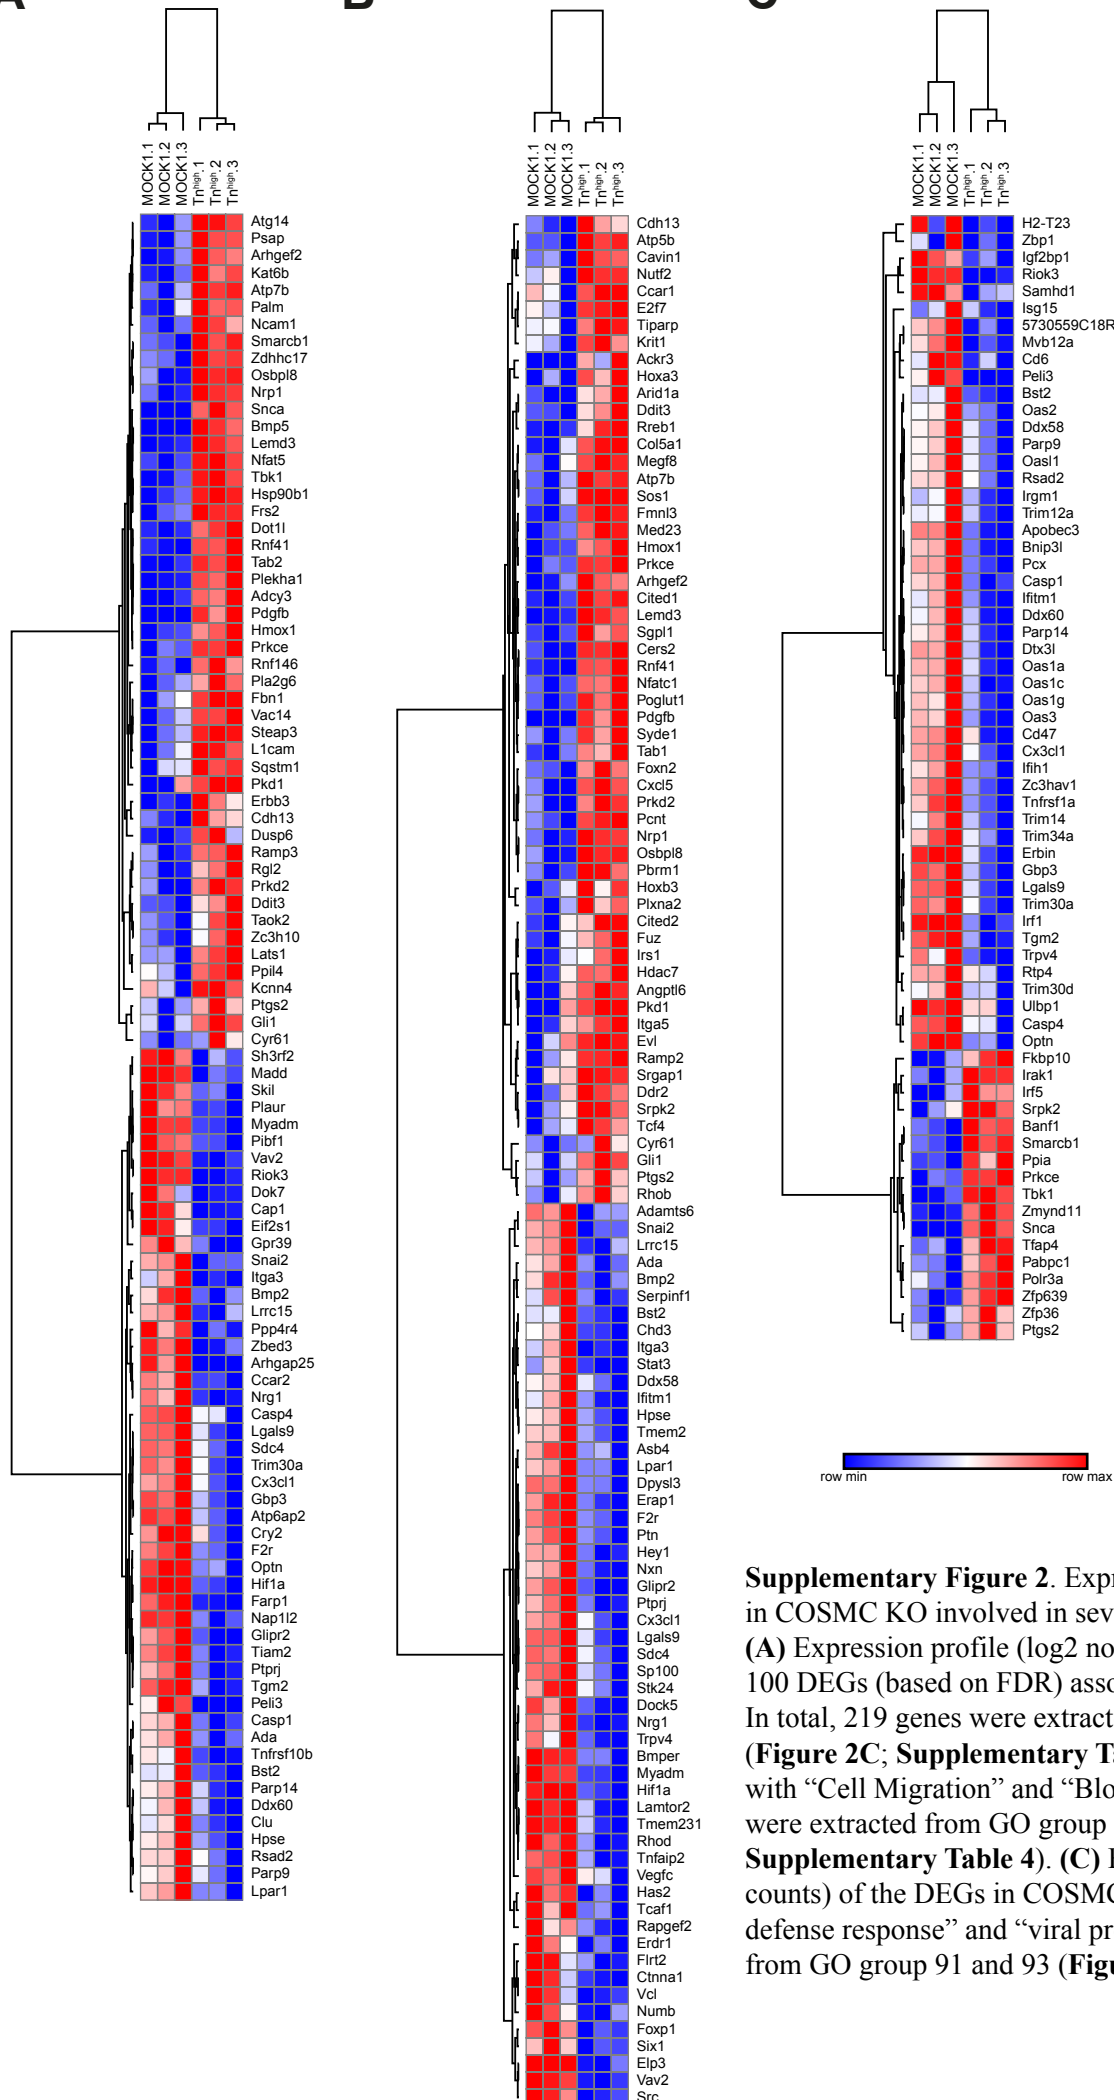

**Supplementary Figure 2.** Expression profile of the DEGs in COSMC KO involved in several biological processes. **(A)** Expression profile (log2 normalized counts) of the top 100 DEGs (based on FDR) associated with “MAPK signaling”. In total, 219 genes were extracted from GO group 103 (Figure 2C; Supplementary Table 4). **(B)** DEGs associated with “Cell Migration” and “Blood vessel development”. Genes were extracted from GO group 70, 82, and 97 (Figure 2C; Supplementary Table 4). **(C)** Expression profile (log2 normalized counts) of the DEGs in COSMC involved in the “Regulation of defense response” and “viral processes”. Genes were extracted from GO group 91 and 93 (Figure 2C; Supplementary Table 4).

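Of the 66 genes listed for the regulation of defense response and viral processes, 65 had a match in the annotation and were tested. Between MC38-Tn high and MC38-MOCK, 30 were called lower and 16 higher, with log2 fold changes between -2.66 and 3.12. Against MC38-WT, 2 were called in the same direction. The list was drawn from the paper's DEGs in these same samples, so the counts against MC38-MOCK are no independent support.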

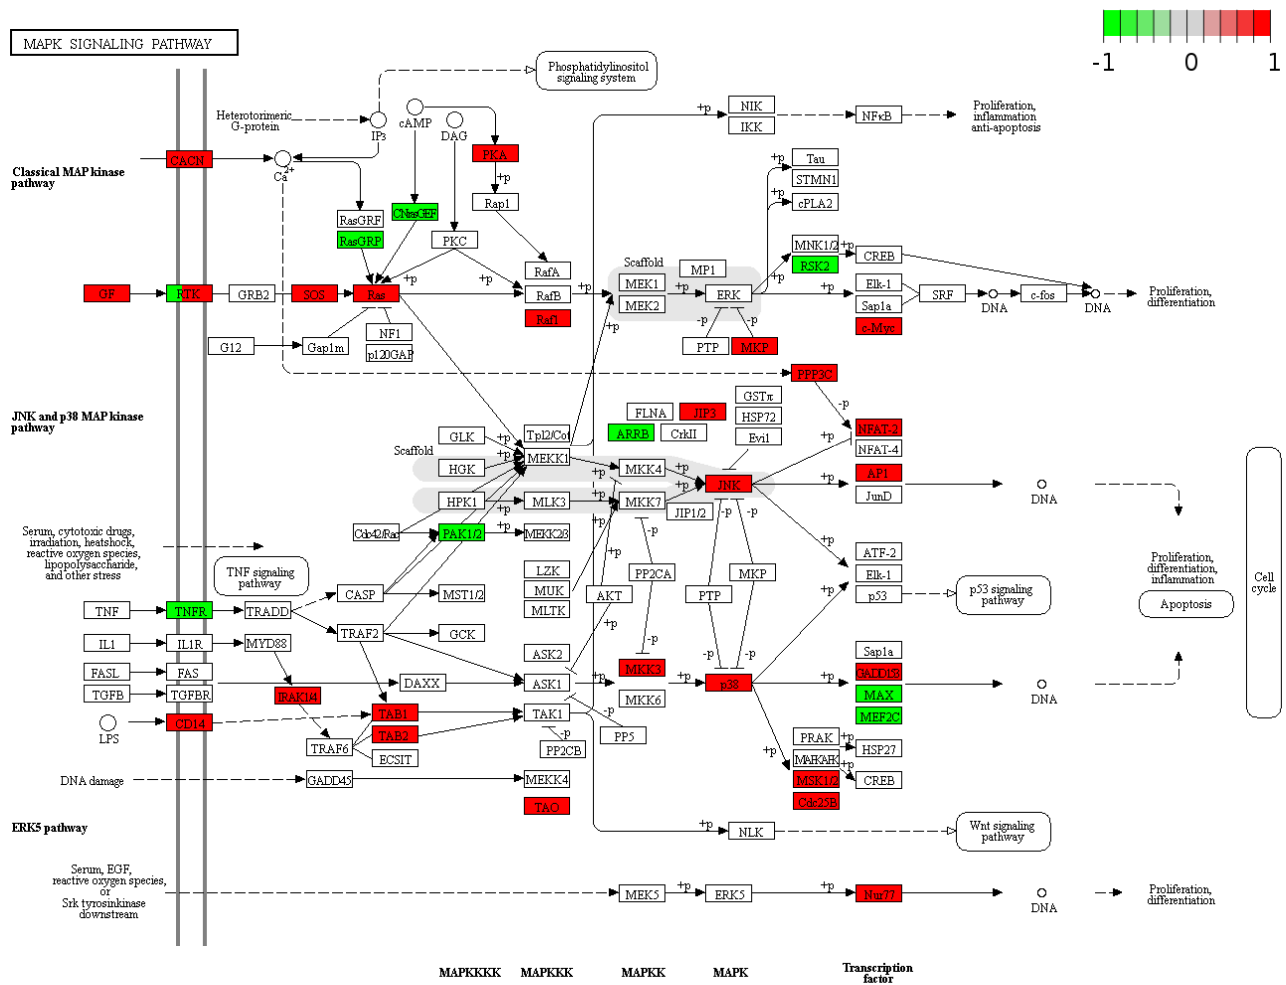

**Supplementary Figure 3.** DEGs involved in MAPK signaling pathway. The DEGs in MC38-Tn<sup>high</sup> were visualized in the KEGG graph MAPK signaling pathway using Pathview (<https://pathview.uncc.edu/>).

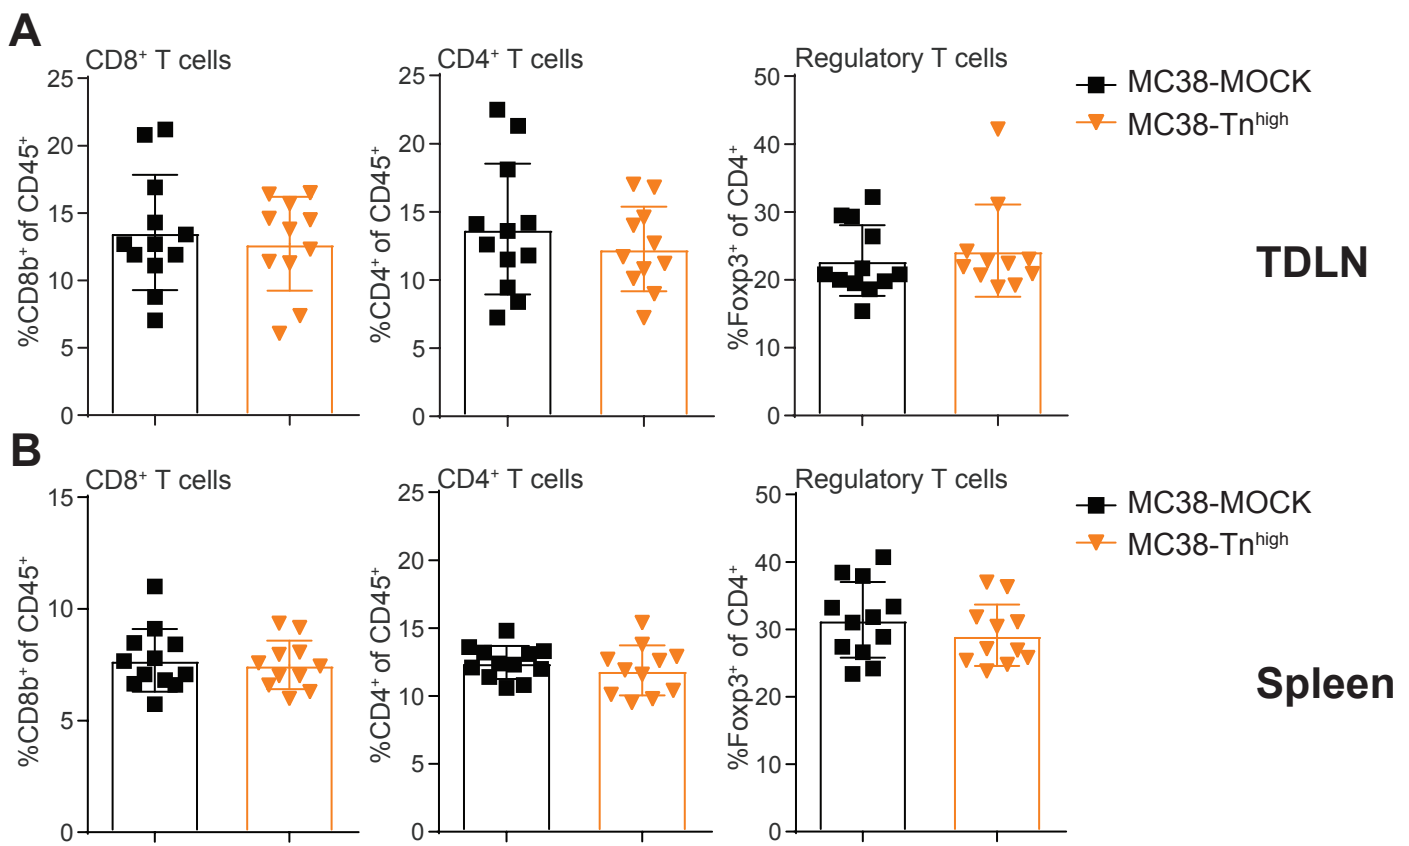

**Supplementary Figure 4.** T cells frequencies were unaffected in MC38-MOCK or MC38-Tn<sup>high</sup> tumor-draining lymph nodes and spleen. **(A and B)** Flow cytometric analysis of CD8<sup>+</sup> T cells (FVD-CD45<sup>+</sup>CD3<sup>+</sup>CD8b<sup>+</sup>), CD4<sup>+</sup> T cells (FVD-CD45<sup>+</sup>CD3<sup>+</sup>CD4<sup>+</sup>) and regulatory T cells (Foxp3<sup>+</sup> of CD45<sup>+</sup>CD3<sup>+</sup>CD4<sup>+</sup>) in the tumor-draining lymph nodes (TDLN) **(A)** or spleen **(B)**. T cell frequencies were analyzed when the tumor reached a size of 2000 mm<sup>3</sup>. Data are representatives of n=2 *in vivo* experiments. Mean ± SD.

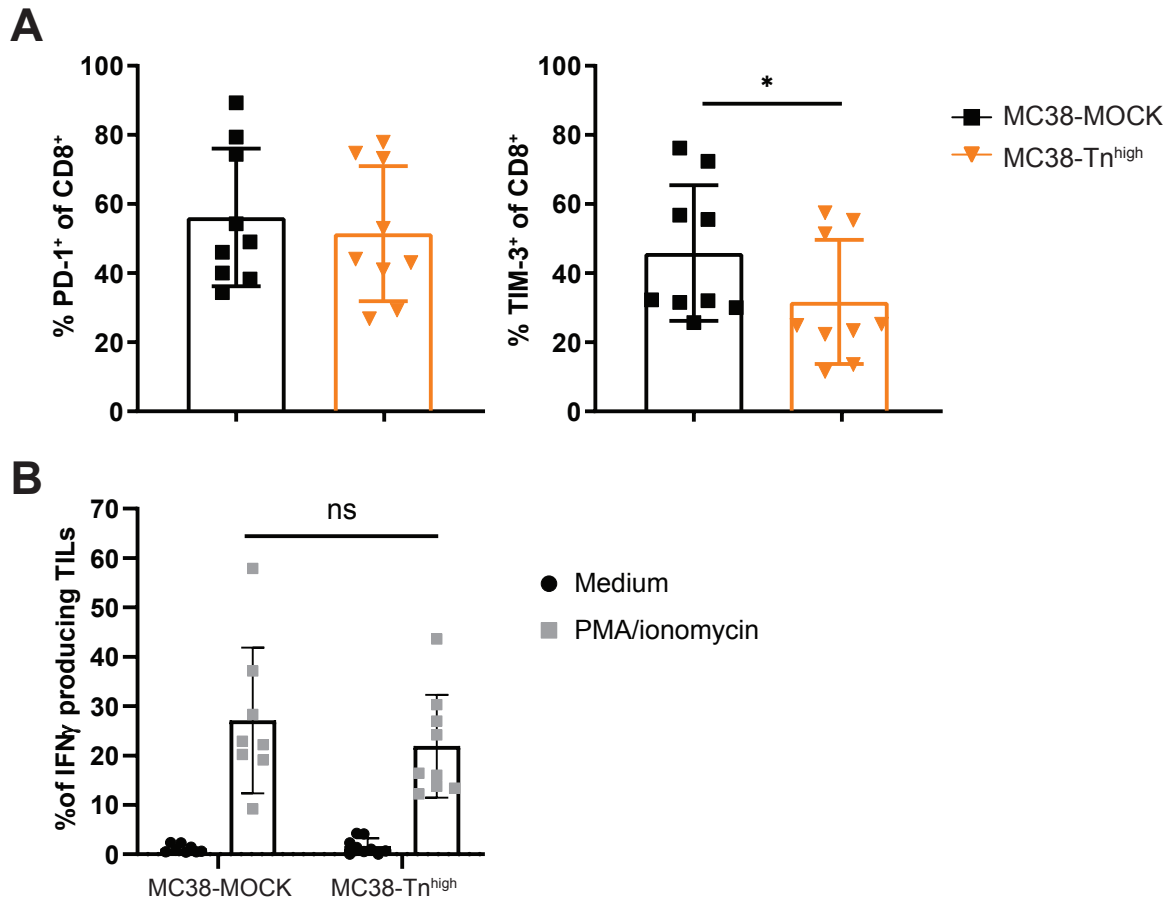

**Supplementary Figure 5.** MC38-Tn<sup>high</sup> tumors contain less TIM-3 positive CD8<sup>+</sup> T cells. **(A)** Flow cytometric analysis of PD-1 and TIM-3 expression on CD8<sup>+</sup> T cells (FVD<sup>+</sup>CD45<sup>+</sup>CD3<sup>+</sup>CD8b<sup>+</sup>) in MC38-MOCK and MC38-Tn<sup>high</sup> tumors. **(B)** Tumor-infiltrated lymphocytes were restimulated with PMA/ionomycin, stained for intracellular IFN $\gamma$  and analyzed by flow cytometry. Data are representative of n=2 *in vivo* experiments. Mean  $\pm$  SD.

How the deposited data were processed for this re-analysis (not part of the article)

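RNA of 24 samples of MC38 cells was analysed, 3 samples from each of 8 lines. MC38-WT, MC38-MOCK and MC38-Tn high are the lines of the article. The series also holds a knockout of Cmas (MC38-CMAS KO), a knockout of both Cmas and C1galt1c1 (MC38-DKO), a second mock line (MC38-MOCK#2) and lines labelled FUT4 and FUT9. In the line labelled FUT4, samples 1 and 3 are both labelled passage 7 and sample 2 passage 8. Whether samples 1 and 3 are separate harvests is not known, and they were counted as separate samples. The authors trimmed the reads, aligned them to GRCm38, counted them per gene and normalized the counts with edgeR. The deposited values are of the unit score: the authors scaled the read counts of each library by a single factor and rounded the products to whole numbers, so the values are not raw counts. The table holds 52636 gene identifiers, of which 52403 have a symbol in the annotation, and 236 of 237 genes the article names were matched.

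Because the values are rounded products, edgeR and DESeq2 were not used on them. The main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2 of the value plus a pseudocount of 1, with the 3 samples of either line and no covariate. Genes with more than 4 zeros among the 6 samples were left out, and an adjusted p (Benjamini-Hochberg) below 0.05 called a gene a DEG. A DEG was specific to MC38-Tn high when it was not a DEG of MC38-WT against MC38-MOCK, or was one in the opposite direction. Scores were compared with exact two-sided permutation tests, for which 3 samples against 3 cannot go below p = 0.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.

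On simulated data with 200 genes changed 2-fold among 21593 tested, limma called 161 of them, all in the right direction, and 1 unchanged gene. With no changed gene it called 0. With 200 genes that differed in an interaction it called 156 of them and 8 unchanged genes. These simulations gave all genes a single dispersion of 0.00678, a trimmed mean over genes of the MC38-MOCK samples. They changed only genes with a mean of at least 10. Since the simulated genes do not differ in dispersion, the simulations do not show how many calls on the deposited values are false.

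The totals of the deposited values lay between 10911849 and 12263307 per sample, with a median of 11333462.5. The factor of each library was estimated from the whole numbers that occur too rarely or too often after scaling and rounding, and the total divided by the factor gave between 6759510 and 16229893 reads per sample. A single read then amounts to 0.756 to 1.67 normalized counts. The estimate was tested on simulated data with 10 factors and was off by at most 0.011%. Its first form failed such a test and was changed after its values for the libraries had been seen, and a simulated factor below the range it now searches was taken out of the test after it was estimated wrongly. The estimated depths therefore rest on the assumption that no factor lies below that range. Apart from the comparison of depth with the scores of MC38-FUT9, they enter no other result.

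Samples were numbered 1 to 3 in each line by their labels, and the article states that lines were harvested at independent time points. Whether same-numbered samples belong together was checked by their correlation across genes after the mean of each line was removed. The alternatives to the main settings were the pseudocount, the filter on low values, other scalings, a fit of all 8 lines, eBayes without a trend, the replicate number as a block, a stricter threshold that also asks for an absolute log2 fold change above 1, and leaving out each sample in turn. Other splits of the samples were fitted in the same way. A log2 fold change closer to 0 than rounding allows was set to 0, so that genes with equal means count in neither direction. This was added after the results had been seen and moved shares of genes that change in the same or opposite direction by less than 0.5 percentage points, and no count of DEGs. Coordinates come from the GRCm38 annotation.

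The genes named in the text were chosen by a rule written before the values were seen. It takes C1galt1c1 and C1galt1, every gene the article names in its results, Table 1, Fig. 2D and Supplementary Figure 2, and the 5 genes of either direction with the largest change among DEGs specific to MC38-Tn high whose samples do not overlap with MC38-MOCK. These 5 genes of either direction also needed a mean of at least 10 normalized counts over the samples compared. The genes of opposite direction, Cmas, Fut4 and Fut9 fall outside the rule and were named after their values were seen. Of the genes the article names, those discussed singly were picked after a first look at the values. GO term enrichment was not repeated, since no GO annotation was used here, and flow cytometry, animal and enzyme assays were not analysed here.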

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

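The tests on a mislabelled sample, the limit on the test of passage and all tests on the scores of MC38-FUT9 were chosen after the result was seen. The patterns in the other lines were themselves picked after a first look at the values.

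The difference between lines labelled with and without a C1galt1c1 knockout was not alike in the presence and absence of Cmas. A test of the difference between MC38-Tn high against MC38-MOCK and MC38-DKO against MC38-CMAS KO called 4736 of 21396 genes, 2364 higher and 2372 lower. Of 100 assignments of the knockout label within each background, 1 gave as many genes, which is the real one, and the most any other gave was 415. Of the 1749 genes specific to MC38-Tn high that could be compared, 1542 (88.2%) changed in the opposite direction in MC38-DKO against MC38-CMAS KO. After the median of each chromosome was removed in each sample, as a check on copy number, 4181 genes were called. After a correction for GC content and gene length it was 4804, and with median-of-ratios scaling 4767. The corrections moved the log2 fold changes by a median of 0.06, 0.06 and 0.01 in this order, so the pattern is not fully explained by what they remove, and causes they do not capture, such as copy number of parts of chromosomes, were not tested. Exchanged labels of MC38-DKO and MC38-CMAS KO remain open. Cmas had at most 142 normalized counts in both lines and at least 272 in every other sample, but C1galt1c1 differed between MC38-DKO and MC38-CMAS KO by a log2 fold change of only 0.0055 (adjusted p = 1 from limma). Between these lines 1515 of 21858 genes were DEGs, but the expression of the 2 targeted genes does not tell which of them lacks C1galt1c1, or whether either does. Against MC38-MOCK, C1galt1c1 had a log2 fold change of -0.38 in MC38-DKO (adjusted p = 0.459 from limma), -0.39 in MC38-CMAS KO and -0.40 in the control MC38-MOCK#2. A knockout need not lower the RNA of its target, so the RNA neither shows nor excludes one in MC38-DKO. The pattern cannot be told apart from such an exchange, and a difference between bulk transfected populations other than their target gene may also be at work.

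The mock lines differed from each other, in data the paper does not report. Between MC38-MOCK#2 and MC38-MOCK, 2454 of 21667 genes were DEGs, 1149 higher and 1305 lower. In 1 of the 4 splits that part all same-numbered pairs, the real one, as many were called, and the 3 others gave at most 0. A design with 4 such splits cannot reach a share below 0.05. After chromosome medians were removed 2417 genes were called, after the correction for GC content and gene length 2578, and with median-of-ratios scaling 2493, with median moves in log2 fold change of 0.03, 0.04 and 0.00. The labels give higher passages for MC38-MOCK#2. The change from sample 1 to sample 3 in 5 other lines, over which passage rises, correlated across the 2454 genes with the difference between the mock lines at r = 0.107. This change correlated between the 5 lines with a mean r of 0.0303. Noise in single samples thus limits r to at most 0.368, and the test cannot decide on passage. On the first principal component MC38-MOCK lay at 37.0 to 40.3 at passages 4 to 6. MC38-MOCK#2 lay at -10.3 to -6.24 at passages 6 to 8. At passage 6, found in both lines, the values were 40.3 and -6.24. This argues against passage alone as the source of the difference on this component. On the second component both lines rose from sample 1 to sample 3, from 6.74 to 11.7 and from 40.9 to 61.0. A contribution of passage remains open. Genes are not independent replicates. No biological explanation was tested, since both lines are controls. The difference may come from the separate origin of these populations, which these data cannot test, and it is of the same order as the 2563 DEGs of MC38-Tn high against MC38-MOCK.

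MC38-CMAS KO, which the paper does not report, also differed from MC38-MOCK. Of 22024 genes, 1268 were DEGs, 666 higher and 602 lower. The real split was the only 1 of 4 with as many genes, and the others gave at most 2. With chromosome medians removed 1253 genes were called, with the correction for GC content and gene length 1599, and with median-of-ratios scaling 1371, with median moves in log2 fold change of 0.04, 0.02 and 0.01. Cmas was also low in MC38-DKO, at 122 to 142 normalized counts, and that line had 20 DEGs against MC38-MOCK. Under either assignment of these 2 labels a line with low Cmas had few DEGs, which goes against the loss of Cmas alone as the source of the 1268, unless the other knockout offset it.

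The libraries labelled FUT4 held Fut9, with a mean of 188.667 normalized counts against at most 1 in MC38-MOCK#2. With a floor of 3 normalized counts for MC38-MOCK#2, Fut9 was at least 62.9-fold higher. Fut4 was at or under 1 normalized count in every sample. No sequence of 50 bases, the read length, is shared between the transcripts of Fut4 and Fut9 (0 found), so reads shared between these genes are not the source. If the libraries held material of MC38-FUT9, other genes high in MC38-FUT9 would show the same share of its excess as Fut9, which was 24.9%. Over the 100 genes with the largest excess the median share was 13.9%, with quartiles of -0.933% and 38.6%, and 18 of the genes lay within 1.5-fold of the share of Fut9. On the first principal component the libraries labelled FUT4 (26.7 to 29.6) lie on the other side of MC38-MOCK#2 (-10.3 to -6.24) from MC38-FUT9 (-83.9 to -79.4). Admixture of MC38-FUT9 material to MC38-MOCK#2 therefore does not account for these values. An exchanged or shared construct may be a candidate explanation and was not tested.

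MC38-FUT9 had the lowest scores of the lines. The MHC class I score was lower than in MC38-MOCK#2 by a difference of -1.61 and the antiviral score by a difference of -2.78, and in both scores every MC38-FUT9 sample was below every MC38-MOCK#2 sample (exact two-sided permutation test, p = 0.1 each, the smallest possible for 3 against 3). After chromosome medians were removed the differences were -1.56 and -2.84, after the correction for GC content and gene length -1.51 and -2.74, and with median-of-ratios scaling -1.62 and -2.79. In the libraries labelled FUT4 the differences from MC38-MOCK#2 were -0.03 and -0.02. The depth of the MC38-FUT9 libraries was higher, at 13531765 to 16229893 estimated reads against 8190234 to 12071122, and its effect was not tested separately. Sample 1 of MC38-Tn high (14369383 estimated reads) and sample 2 of MC38-DKO (13940451) lay in the depth range of MC38-FUT9. Their MHC class I scores were 9.24 and 9.60, and their antiviral scores 6.67 and 6.71. The highest MC38-FUT9 values were 7.91 and 4.76, which argues against depth alone as the source. A smaller effect of depth remains open. An effect of Fut9 may be a hypothesis, but a single line with this construct cannot separate it from the origin of the line.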

How the results depend on the processing

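All alternatives in this part were chosen before the data were examined. No log2 fold change of a single gene and neither score changed sign under any of them, but the balance of increased and decreased DEGs did, as given here. Another 3 alternatives were not run, namely edgeR's quasi-likelihood test, edgeR's exact test and DESeq2 on recovered reads, since the values are rounded products and not counts.

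With the replicate number as a block, DEGs fell from 2563 to 4 for MC38-Tn high against MC38-MOCK, from 1192 to 0 for MC38-WT, from 20 to 0 for MC38-DKO and from 1268 to 1 for MC38-CMAS KO, and from 127 to 0 for MC38-Tn high against MC38-WT. DEGs specific to MC38-Tn high fell from 1774 to 4, those also called against MC38-WT from 54 to 0, and Fig. 2D genes called lower from 15 to 0. At an unadjusted p below 0.05 there were 4669, 3788, 1408, 3960 and 2390 genes in the 5 comparisons in this order. C1galt1c1 kept its log2 fold change of -0.73 with an adjusted p of 0.129, where the other alternatives with all samples gave 0.0014 to 0.048. MC38-MOCK#2 against MC38-MOCK had 2168 DEGs with the block. The pairing correlation was 0.174 there and -0.0995, -0.0145, -0.106, -0.0921 and -0.0976 in the other comparisons, so same-numbered samples were not more alike than others except in the mock lines. The cause of the loss was not tested.

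With all 8 lines in a single fit, DEGs were 2981 for MC38-WT, 159 for MC38-DKO, 2207 for MC38-CMAS KO and 3976 for MC38-MOCK#2 against MC38-MOCK, and 945 for MC38-Tn high against MC38-WT. Those specific to MC38-Tn high and also called against MC38-WT were 322. Of the 1399 genes then specific to MC38-Tn high, 937 were among the 1774. With eBayes without a trend, DEGs against MC38-MOCK were 1135 for MC38-Tn high, 717 for MC38-WT, 40 for MC38-DKO, 726 for MC38-CMAS KO and 1389 for MC38-MOCK#2. Then 777 were specific to MC38-Tn high, 27 of them were also called against MC38-WT, and 5 genes of Fig. 2D were called lower. With an absolute log2 fold change above 1 as well, the counts were 828, 651, 580 and 1064 for MC38-Tn high, MC38-WT, MC38-CMAS KO and MC38-MOCK#2, with 464 specific to MC38-Tn high, 31 also called against MC38-WT and 3 of Fig. 2D. A pseudocount of 0.1 gave 80 DEGs for MC38-Tn high against MC38-WT and 33 of those specific to MC38-Tn high, and a mean of at least 10 gave 85 of the latter. The cause of these changes was not tested.

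The larger direction of several counts changed in fits with all samples. Rescaled to the same total, the 2871 DEGs of MC38-Tn high against MC38-MOCK were 1125 increased and 1746 decreased, where the main scaling had 1367 and 1196. Those specific to MC38-Tn high were 775 increased and 1263 suppressed, where they had been 962 and 812, and MC38-CMAS KO against MC38-MOCK had 615 and 716, where it had 666 and 602. That scaling shifts all genes of a sample together and moved the median log2 fold change of MC38-Tn high against MC38-MOCK, over 13502 genes with a mean of at least 10, to -0.06, which favours decreased genes. With an absolute log2 fold change above 1 as well, MC38-Tn high against MC38-MOCK had 409 and 419, and 218 and 246 were specific to MC38-Tn high. MC38-Tn high against MC38-WT, at first 50 increased and 77 decreased, had 62 and 30 without a trend and 501 and 444 with all 8 lines. Those specific to MC38-Tn high and also called against MC38-WT, at first 23 and 31, were 18 and 9 and then 171 and 151. For MC38-WT against MC38-MOCK, 584 and 608 became 614 and 603 with median-of-ratios scaling. For MC38-MOCK#2, 1149 and 1305 became 1387 and 1344 with a mean of at least 10 and 1104 and 1064 with the block. For MC38-CMAS KO a mean of at least 10 gave 817 and 817. Apart from the counts given above, the totals of both directions stayed within 1.5-fold of the main totals in fits with all samples. Batf had no value with the filter on a mean of at least 10, which removed it.

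Across the fits that each left out a sample, DEGs against MC38-MOCK ranged from 667 to 2119 for MC38-Tn high, from 31 to 703 for MC38-WT, from 0 to 5 for MC38-DKO, from 113 to 852 for MC38-CMAS KO and from 634 to 1708 for MC38-MOCK#2. For MC38-Tn high against MC38-WT they ranged from 0 to 33, and where none was called 2314 to 3503 genes had an unadjusted p below 0.05, against 1488 to 2038 for MC38-DKO. Those specific to MC38-Tn high ranged from 301 to 2432, those also called against MC38-WT from 0 to 52, and the Fig. 2D genes called lower from 2 to 11. C1galt1c1 ranged from -0.82 to -0.62, and in 4 of the 6 fits its adjusted p was above 0.05. The MHC class I score ranged from -0.86 to -0.57 and the antiviral score from -1.42 to -0.88. For the 30 single genes, 352 of 449 alternative values kept their side of the threshold, 79 lost it and 18 gained it.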

Differences from the paper's values

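The counts of DEGs the paper states differ from those under the main settings here by less than 1.5-fold. Of the genes named here for which a log2 fold change was read from the supplementary tables, 5 differ from the values here, and the other genes of those tables were compared only by sign and correlation. For Batf the paper's value is -4.133 and the value here -2.39. For Gm40652 the paper's value is 9.097 and the value here 5.97, for 4933423P22Rik 8.197 in the paper and 5.10 here, for Bmp5 6.12 in the paper and 4.54 here, and for Zfp385c 5.566 in the paper and 4.03 here. In these genes the lower line held at most 1 normalized count in every sample. The values here are therefore set by the pseudocount, and only lower bounds on the fold are given, with a floor of 3 normalized counts for the lower line. Batf was at least 2.44-fold lower, a bound that rests mainly on the MC38-MOCK sample with 15 normalized counts. The others were at least 21.1-fold, 11.2-fold, 9.89-fold and 6.67-fold higher in this order. Of the alternatives set before the data were examined, a pseudocount of 0.1 had values that no longer differ by this measure, at -4.61 for Batf, 9.27 for Gm40652, 8.39 for 4933423P22Rik, 7.00 for Bmp5 and 6.46 for Zfp385c. A pseudocount of 5, the other scalings, no filter, the fit of all 8 lines, eBayes without a trend and the block did not close the gap, nor did a mean of at least 10 for the genes other than Batf, which that filter removed. With values this low, the pseudocount of 0.1 shows how far they depend on that choice.

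The paper names Tap1, Tap2, H2-T23, Batf and Stat3 as suppressed and lists H2-K1 in Table 1. Here they were lower without an adjusted p below 0.05, at -0.78, -0.72, -1.13, -2.39, -0.40 and -0.40 in this order. Tap1 was called with a filter on a mean of at least 10 (adjusted p = 0.0358 from limma) and rescaled to the same total (0.0465). Stat3 was called under the same alternatives (0.039 and 0.0431), with all 8 lines in a single fit (0.0465) and without the first MC38-MOCK sample (0.0491). Batf was called with all 8 lines in a single fit (0.00348), and H2-T23 without the second MC38-MOCK sample (0.0446). Tap2 and H2-K1 were called under none of the alternatives run. Over all alternatives the adjusted p ranged from 0.0358 to 0.283 for Tap1, from 0.0500054 to 0.293 for Tap2, from 0.0446 to 0.355 for H2-T23, from 0.0666 to 0.342 for H2-K1, from 0.00348 to 0.203 for Batf and from 0.039 to 0.235 for Stat3.

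Read by eye, Fig. 2D shows Bcl10, Erap1 and Tapbp high in MC38-Tn high and Kcnn4, Pawr and Prkd2 low. Here the log2 fold change against MC38-MOCK was -0.43 for Bcl10, -0.71 for Erap1, -1.02 for Tapbp, 0.71 for Kcnn4, 0.39 for Pawr and 1.75 for Prkd2. In the paper's own supplementary table Tapbp, Erap1, Prkd2 and Kcnn4 have the same sign as here. Kcnn4 (adjusted p = 0.0508 from limma) and Bcl10 (0.0543) did not pass the threshold here. Kcnn4 was called with a pseudocount of 5 (0.0469), no filter (0.0448), a mean of at least 10 (0.0282), median-of-ratios scaling (0.0452) and all 8 lines (0.0104). Bcl10 was called with a mean of at least 10 (0.0319), median-of-ratios scaling (0.0483), the same total (0.0346), all 8 lines (0.0124) and without the first MC38-Tn high sample (0.0438). Over all alternatives the adjusted p ranged from 0.0104 to 0.214 for Kcnn4 and from 0.0124 to 0.22 for Bcl10. The paper's text names Eomes among genes specific to MC38-Tn high, while here it was also a DEG of MC38-WT against MC38-MOCK, at -0.52, and so was Pawr of Fig. 2D, at 0.44.

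The fragments expected here from the guide and the primers are 269 and 147 bases, which differ from the sizes the paper gives in its figure legend.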

Other observations

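The tests on the shared MC38-MOCK samples, on samples of the same number, on Fig. 2D genes over other splits and on splits without renamed lines were chosen after the result was seen.

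Each comparison against MC38-MOCK was fitted again for the splits of its 6 samples that part all 3 same-numbered pairs. The real split was the only 1 of 4 with as many DEGs for MC38-Tn high (2563, others at most 1), MC38-WT (1192, others 0), MC38-CMAS KO (1268, others at most 2), MC38-MOCK#2 (2454, others 0) and MC38-DKO (20, others at most 2), and so it was for MC38-Tn high against MC38-WT (127, others at most 2). The 6 splits that part a single pair gave at most 3. For the 15 genes of Fig. 2D called lower it was also 1 of 4, and the others gave 0. With 4 splits the share cannot fall below 0.05, so these counts do not settle whether the grouping matters.

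For the 1774 DEGs specific to MC38-Tn high, the 9 samples were assigned anew to the 3 lines, with a sample of each number per line, in 100 of 216 ways including the real one. As many genes came out in 2 of the 100. For the 54 genes also called against MC38-WT it was 6 of the 100, a share above 0.05, so the planned test does not separate their number from those of other assignments. After this was seen, it was asked whether assignments that only rename whole lines made up that count. They made up 2 of the 5 other assignments with as many genes, and the other 3 mix MC38-WT and MC38-Tn high samples. In all 5 the MC38-MOCK samples stayed together and took the place of MC38-Tn high. These 5 are therefore not arbitrary groupings, and the planned share does not measure how often such groupings reach 54 genes. When the samples numbered 1 keep their line, 36 splits remain, and the real one was the only 1 with as many genes for both counts. This later count fixes the roles of the lines and does not replace the planned 6 of 100.

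The DEGs specific to MC38-Tn high changed in MC38-WT in the same direction in 92.1% of cases, and in MC38-CMAS KO in 95.6%, each against MC38-MOCK. Noise in the shared MC38-MOCK samples may produce such a pattern, but in MC38-CMAS KO against MC38-DKO, which share no sample with that comparison, 88.2% of the genes still changed that way. A comparison without MC38-MOCK thus shows the pattern too, so noise of these samples does not account for it alone. After chromosome medians were removed 2167 genes were DEGs of MC38-Tn high against MC38-MOCK, and 2746 after the correction for GC content and gene length, with median moves in log2 fold change of 0.04 and 0.02. On the first principal component, which holds 31.3% of the variance, MC38-MOCK and MC38-DKO lie at 36.4 to 41.8 and the libraries labelled FUT4 at 26.7 to 29.6. MC38-WT, MC38-CMAS KO, MC38-Tn high and MC38-MOCK#2 lie at -10.3 to 2.69 and MC38-FUT9 at -83.9 to -79.4. MC38-MOCK and MC38-DKO also share a median of -0.22 on chromosome 15 relative to MC38-WT, and MC38-Tn high has a median of 0.22 on chromosome 10. In MC38-WT against MC38-DKO, 80.7% of the genes changed as in MC38-Tn high, with a median share of the change of 0.46. In MC38-DKO against MC38-MOCK 61.2% did, with a median share of 0.0921. A candidate explanation is a state of expression that MC38-MOCK and MC38-DKO share for these genes, found and tested on the same data. The exchange of labels between MC38-DKO and MC38-CMAS KO, left open by the log2 fold change of 0.0055 in C1galt1c1, would change how this comparison reads.

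The antiviral score varied within lines, by 0.434 to 1.98 between the highest and the lowest sample. A harvest shared by same-numbered samples may explain this, but over 100000 permutations of the numbers within lines p was 0.578, so no direction common to all 8 lines was found. The test cannot detect harvests shared by only some lines. All 3 knockout lines fell from sample 1 to sample 3, and both mock lines were highest in sample 3, so a harvest shared within these sets remains open.

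Of the 1446 genes in the paper's table for MC38-WT against MC38-MOCK, 1000 were DEGs here, and of the 1493 genes read from its table for MC38-Tn high, 1393 were. The second list is partial, since the paper counts 2237 DEGs there and the rest of the table was not used here, so the shares are not comparable. All had the same sign as here, and the log2 fold changes correlated across genes with r = 0.967 and r = 0.973. Genes are not independent replicates, and both sets of values come from the same samples.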
